# Severe pre-eclampsia is associated with alterations in cytotrophoblasts of the smooth chorion

**DOI:** 10.1242/dev.146100

**Published:** 2017-03-01

**Authors:** Tamara Garrido-Gomez, Katherine Ona, Mirhan Kapidzic, Matthew Gormley, Carlos Simón, Olga Genbacev, Susan J. Fisher

**Keywords:** Pre-eclampsia, Preterm birth, Chorion, Cytotrophoblast, PAPPA1, Human

## Abstract

Pre-eclampsia (PE), which affects ∼8% of first pregnancies, is associated with faulty placentation. Extravillous cytotrophoblasts (CTBs) fail to differentiate properly, contributing to shallow uterine invasion and deficient spiral artery remodeling. We studied the effects of severe PE (sPE) on the smooth chorion portion of the fetal membranes. The results showed a significant expansion of the CTB layer. The cells displayed enhanced expression of stage-specific antigens that extravillous CTBs normally upregulate as they exit the placenta. Transcriptomics revealed the dysregulated expression of many genes (e.g. placental proteins, markers of oxidative stress). We confirmed an sPE-related increase in production of PAPPA1, which releases IGF1 from its binding protein. IGF1 enhanced proliferation of smooth chorion CTBs, a possible explanation for expansion of this layer, which may partially compensate for the placental deficits.

## Abstract (precis)

**Highlighted article:** Cytotrophoblasts (CTBs) within the smooth chorion of the human placenta are implicated in severe pre-eclampsia, undergoing significant expansion and changes in gene expression.

## INTRODUCTION

Human placentation involves a remarkable series of interactions between embryonic/fetal trophoblasts and maternal cells (Burton and Jauniaux, 2015; Maltepe and Fisher, 2015). In most of the villous placenta (chorion frondosum), cytotrophoblasts (CTBs) fuse to form a multinucleated epithelium that is perfused with maternal blood. Thus, they are ideally positioned to transport growth-promoting substances to the embryo/fetus, which they exchange for spent material. However, near the uterine wall, CTBs adopt a different fate. They leave the villi, forming columns of mononuclear cells, which anchor the placenta to the uterus, which they subsequently invade. The intricacies of CTB interactions with maternal cells that reside within the uterine wall involve many layers of cell-cell interactions. Within the interstitial compartment, they mingle with decidual and immune cells, eventually penetrating as far as the inner third of the myometrium. Invasive CTBs also remodel the uterine vasculature. They open up the spiral arteries, enabling placental perfusion, which substantially increases as they line and enlarge these vessels. They also breach uterine veins, which establishes venous return.

Defects in placentation are mechanistically related to several of the most clinically significant pregnancy complications. The CTB differentiation pathway that leads to uterine invasion appears to be particularly vulnerable, perhaps due to the unusual cell-cell interactions that occur, its explosive nature and the exceptional plasticity of the cells. Defects in this CTB subpopulation are associated with several pregnancy complications, but most consistently, pre-eclampsia (PE). In this syndrome, CTB invasion of the interstitial compartment is frequently shallow (Brosens et al., 1970). Similar patterns are observed during placentation in nonhuman primates, including the baboon and macaque (Enders et al., 2001), suggesting that this might not be a major determinant. Instead, failed vascular invasion is thought to be the crucial defect, a theory that is bolstered by the fact that restricting blood flow to the uterus and placenta creates some of the clinical signs of PE in animal models (Abitbol et al., 1977; Granger et al., 2006). Compared with normal pregnancy, many fewer spiral arteries show evidence of CTB remodeling, and the process is often less robust in those that do. Accordingly, they retain fundamental aspects of pre-pregnancy anatomy, which precludes carrying the amount of blood that the placenta needs to develop and function properly. Currently, development of PE is thought to involve a two-stage process in which abnormal placentation, the instigator, leads to a maternal inflammatory response (Redman and Sargent, 2005).

In comparison with the trophoblast components of the chorion frondosum, the CTBs that reside in the chorion laeve or smooth chorion (sch) have received little attention. schCTBs comprise the outer surface of the fetal membranes, external to the amnion and its stroma, which is shared with the smooth chorion. Here, this subpopulation of CTBs forms a second interface with the decidua, which they appear to invade, albeit more superficially than CTBs that emigrate from the chorion frondosum, which are found throughout the decidua basalis and inner third of the muscular portion of the uterine wall. Additionally, schCTBs do not invade uterine blood vessels. Thus, vascular remodeling is confined to the decidua basalis. Very little is known about the functions of these cells. A recent review suggested that they might play an active role, via their invasive activity, in fusion of the fetal membranes with the parietal decidua (Genbacev et al., 2015). This CTB subpopulation could also be involved in rupture of the fetal membranes at birth. In this regard, inducible nitric oxide synthase and cyclooxygenase-2 (also known as prostaglandin-endoperoxide synthase 2) contribute to the induction of apoptosis in these cells (Yuan et al., 2006, 2009), as does an imbalance in the production and elimination of reactive oxygen species (Yuan et al., 2008). Here, we tested the hypothesis that the defects in the chorion frondosum that are associated with PE extend to the smooth chorion. Surprisingly, the results showed changes consistent with the novel concept that, in this syndrome, the later population of CTBs expands, which could compensate for anatomical and functional deficits in the placenta.

## RESULTS

### The CTB layer of the smooth chorion expands in sPE

In cases in which the fetal membranes were intact, Hematoxylin and Eosin (H&E) staining revealed a single layer of amniotic epithelial (AMNION EP) cells that was connected to the smooth chorion via a shared stromal compartment. The outer CTB portion was in direct contact with the decidua parietalis. During early second trimester of normal pregnancy, the smooth chorion contained numerous villous remnants, termed ghost villi (GV) (Fig. 1A). The CTB layer (schCTB) was ill-defined and in some areas the fetal cells intermingled with the decidua. As gestation proceeded, the number of GV declined precipitously (Fig. 1B). By the end of the second trimester, few-to-none of these structures were visible. The schCTB layer had a more condensed appearance, and there was a defined border between the fetal cells and the decidua (Fig. 1C). It is likely that the observed changes are secondary to several factors. One is the loss of a direct blood supply. Another is establishment of the utero-placental circulation at the end of the first trimester of pregnancy, which results in a significant rise in oxygen tension. Placental perfusion is most robust at the center, creating oxidative stress at the margins (Burton et al., 2010).

**Fig. 1.**
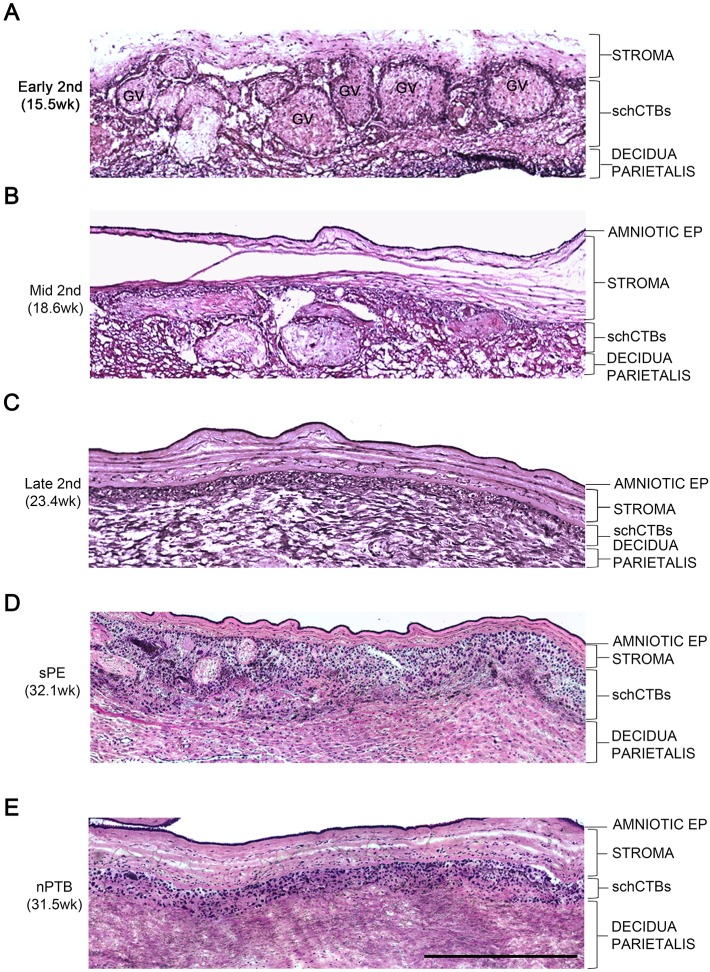
**The CTB layer of the smooth chorion expands in sPE.** Tissue sections from samples of this region, during the second trimester of normal pregnancy, and specimens from non-infected preterm birth (nPTB) and severe pre-eclampsia (sPE) were stained with H&E. (A) During early second trimester, the smooth chorion contained numerous ghost villi (GV). The CTB layer (schCTB) was disorganized, intermingling with the decidua. (B) As gestation proceeded, fewer GV were observed. (C) By the end of the second trimester, few (to no) GV were visible. The schCTBs became a defined layer adjacent to the decidua. (D) In sPE, the morphology of the smooth chorion resembled that of samples from the first half of the second trimester (compare A, B and D). (E) In contrast, the morphology of this region in nPTB was comparable to that of late second trimester specimens (compare C and E). In some cases, the stroma was more loosely organized than in the equivalent layer from sPE cases (compare D and E). *n*=5/group. EP, epithelium. Scale bar: 500 μm.

We also analyzed tissue sections of the intact fetal membranes from five sPE and five preterm labor cases with no signs of infection (non-infected preterm birth, nPTB) (25-34 weeks). The maternal and neonatal characteristics are summarized in Table S1. Higher power magnifications of the photomicrographs revealed greater detail (Fig. 1) and lower power magnifications enabled assessment of nearly the entire membrane (Fig. S1). There were no notable differences between the appearances of the amniotic epithelium in the two pregnancy complications. In nPTB, some areas of the stroma appeared to be more loosely organized than in the equivalent layer from sPE cases (compare Fig. 1D,E). The major finding was the morphological resemblance of the smooth chorion from sPE cases to early and mid-second trimester samples (compare Fig. 1A,B,D). In addition to an expansion of the schCTB population, the layer was less organized and numerous GV were evident, which appeared with lower frequency in samples from nPTB cases that had morphological features of late second trimester samples (compare Fig. 1C,E). In some nPTB samples, the adjacent decidual layer was also somewhat disorganized. Thus, in sPE, the schCTB layer of the fetal membranes retained morphological features of the earlier gestation samples.

To confirm and extend these findings, we double immunostained fetal membrane samples with anti-cytokeratin (CK), which labels CTBs and amniocytes, and anti-vimentin, which reacts with cells of the stromal layer of the membranes and the decidua (Fig. 2). As previously reported, amniocytes in some samples also gave a vimentin signal (Behzad et al., 1995). The results confirmed the intermixing of the schCTB layer and decidua in early second trimester samples and the reduction in GV as pregnancy neared the third trimester (Fig. 2A). CK immunolocalization confirmed the morphological differences between the sPE and nPTB samples (Fig. 2B) that were observed in the H&E-stained specimens (Fig. 1D,E). Next, we quantified two major features of the schCTB layer during the second trimester of normal pregnancy and in sPE versus nPTB. On average there was an approximate 80% decrease in the width of this layer during the second trimester (Fig. 2C). Measuring this parameter in sPE samples showed that the width of the schCTB layer was comparable to that of early second trimester specimens. In this regard, nPTB samples were similar to the mid and late second trimester specimens. As to GV, there was a dramatic reduction during the second trimester of normal pregnancy (Fig. 2D). In sPE, the schCTB layer contained approximately twice the number of GV compared with the nPTB samples, and the frequency was higher than in the mid and late second trimester specimens. Together, these results suggested that the schCTB layer of the fetal membranes in sPE retained the morphological features of the early second trimester samples. In nPTB, this layer had the morphology of late second trimester samples from normal pregnancy.

**Fig. 2.**
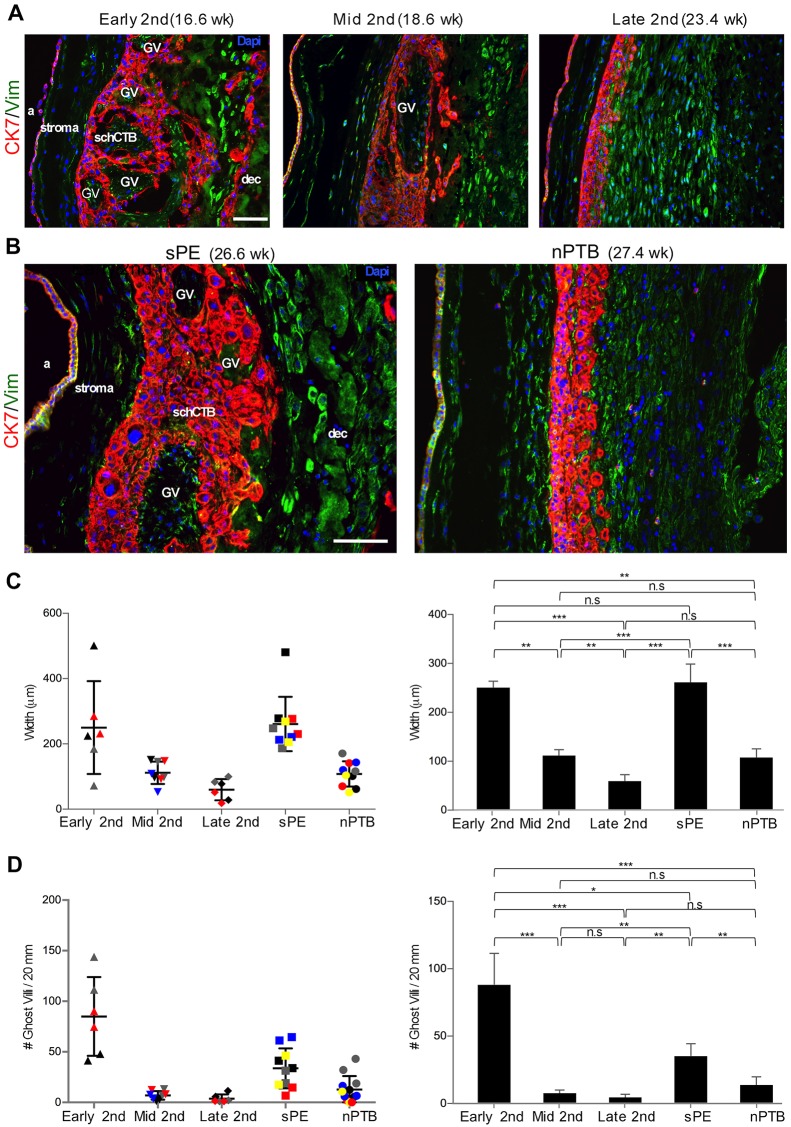
**Immunolocalization of cytokeratin confirmed expansion of the schCTB layer and retention of GV in sPE.** The samples were double immunostained. Anti-cytokeratin (CK7) labeled CTBs and amniotic epithelial cells. Anti-vimentin (Vim) reacted with the decidua, the stromal layer of the fetal membranes and, in some samples, the amniotic epithelium. (A) The results confirmed intermixing of the schCTB layer and decidua in early second trimester samples, the reduction in GV as pregnancy advanced, and the reorganization into a defined layer by late second trimester. (B) Cytokeratin immunolocalization also confirmed the morphological differences between the sPE and nPTB samples that were observed in the H&E-stained specimens (see Fig. 1D,E). (C) Quantification revealed an approximate 80% decrease in the width of the schCTB layer during the second trimester interval examined. The width of the schCTB layer in sPE was comparable to that of early second trimester specimens and nPTB samples were similar to the late second trimester samples. (D) Quantification revealed a dramatic reduction of GV during the second trimester of normal pregnancy. In sPE, the schCTB layer contained fewer GV than the early gestation samples, but more than in nPTB. *n*=5/group. In C and D, two areas of the same sample (individual samples denoted by different colors and symbols) were analyzed. *P<0.05; **P<0.01; ***P<0.001; n.s., not significant. a, amnion; dec, decidua. Scale bars: 100 μm.

### sPE is associated with increased expression in schCTBs of a combination of villous and extravillous CTB stage-specific antigens

Next, we examined the expression of antigens that are misregulated in the basal plate region in pregnancies that are complicated by sPE. Specifically, invasive CTBs downregulate the expression of HLA-G (Lim et al., 1997), misexpress several integrins (Zhou et al., 1993) and upregulate E-cadherin (cadherin 1) (Zhou et al., 1997). These changes are associated with a failure of CTBs within the uterine wall to express vascular-type antigens (Zhou et al., 1997).

As to the smooth chorion in the second trimester of normal pregnancy, a subset of CTBs toward the decidual interface reacted with anti-HLA-G, anti-integrin α4 and anti-E-cadherin (Fig. 3A-C). In general, the number of cells that immunostained was reduced (HLA-G and integrin α4) or nearly absent (E-cadherin) by late second trimester. At this stage, immunopositive cells were most often found at the decidual boundary. We failed to detect expression in schCTBs of vascular-type molecules that extravillous CTBs express within the uterine wall and blood vessels – PECAM (platelet and endothelial cell adhesion molecule), VCAM (vascular cell adhesion molecule), VE-cadherin (cadherin 5) and VEGFA (vascular endothelial growth factor A) (data not shown). Thus, this subpopulation of CTBs has similarities with and differences from invasive extravillous cells.

**Fig. 3.**
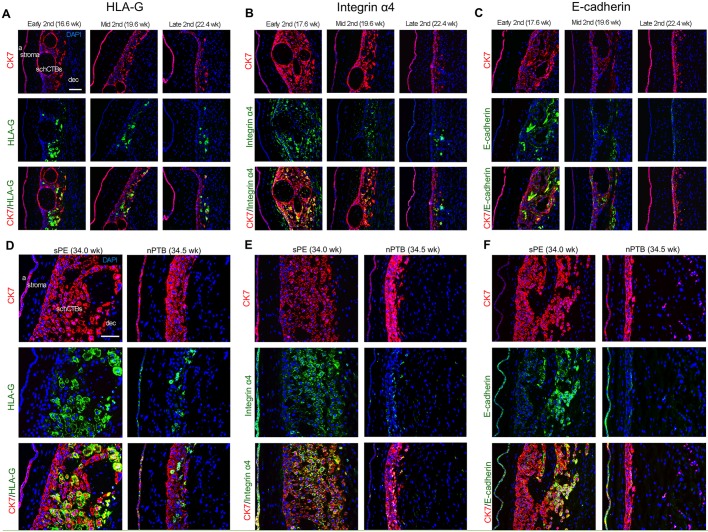
**In sPE, a subpopulation of schCTBs showed strong staining for stage-specific antigens, which invasive/extravillous CTBs upregulate as they emigrate from the placenta.** (A) In early second trimester of normal pregnancy, a subset of CTBs throughout the smooth chorion reacted with anti-HLA-G. By late second trimester, fewer cells immunostained. (B) The same general pattern was observed for anti-integrin α4 immunoreactivity. (C) Numerous schCTBs reacted with anti-E-cadherin in early second trimester. This subpopulation was largely absent in samples from the late second trimester of normal pregnancy. (D) Compared with second trimester and nPTB samples, the proportion of cells that reacted with anti-HLA-G was higher in sPE. (E,F) Expression of integrin α4 (E) and E-cadherin (F) was upregulated in sPE compared with nPTB. The images are representative of the analysis of a minimum of three sections from different samples (*n*=5). a, amnion; dec, decidua. Scale bars: 100 μm.

In comparison to the second trimester of normal pregnancy, the proportion of cells that reacted with an antibody that specifically recognized HLA-G was higher in sPE (Fig. 3D). The fraction of cells that expressed this antigen in nPTB was similar to that observed in the late second trimester samples. With regard to the integrin α4 and E-cadherin expression patterns in the pregnancy complications that we studied, the major finding was upregulated expression in sPE compared with nPTB (Fig. 3E,F). For the three antigens whose expression we studied, the immunopositive cells were oriented toward the decidua rather than the amnion. As in the second trimester samples from normal pregnancies, no expression of the vascular-type antigens we assayed was detected in the pregnancy complication groups (data not shown). Together, these results suggested that schCTBs in sPE versus nPTB have more widespread expression of the stage-specific antigens that the extravillous subpopulation normally upregulate in columns and the superficial decidua.

### During the second trimester of normal pregnancy isolated schCTBs are more invasive than villous CTBs

In these experiments, we quantified invasion by using a Matrigel penetration assay in which CTBs are plated on matrix-coated filters and the number of cells that reach the underside are counted. First, we compared the behavior of schCTBs and their villous (v) counterparts from the same donors. During the second trimester of normal pregnancy, CTBs from the smooth chorion were more invasive than vCTBs at all the gestational ages that were examined (Fig. 4A,B). The invasiveness of CTBs isolated from both compartments decreased during the second trimester.

**Fig. 4.**
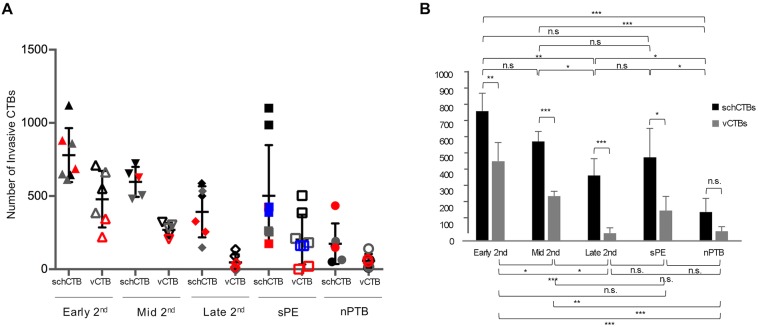
**Quantification of cytotrophoblast invasion: smooth chorion versus chorionic villi and sPE versus nPTB.** (A,B) Invasion was assayed using a Matrigel penetration assay in which cells are plated on Matrigel-coated filters and the number of cells that reached the filter underside were counted. The overall approach was to compare the behavior of cytotrophoblasts isolated from the two compartments. With the exception of nPTB samples, cytotrophoblasts from the smooth chorion (schCTB) were more invasive than their villous counterparts (vCTBs). During the second trimester of normal pregnancy, the invasiveness of CTBs isolated from both compartments decreased with advancing gestational age. sPE was associated with increased invasiveness of schCTBs compared with the comparable population of cells isolated from the placentas of nPTB cases such that the levels were similar to second trimester cells. *n*=3-4 CTB preparations isolated from different placentas per experimental group (denoted by colors). Samples were assayed in duplicate. *P<0.05, **P<0.01, ***P<0.001; n.s., not significant.

### sPE is associated with increased schCTB invasiveness compared with nPTB

Next, we investigated whether the morphological and antigenic alterations that were observed in sPE were accompanied by functional changes. The maternal and infant characteristics of the samples that went into this analysis are included in Table S1. In sPE, schCTBs were once again more invasive than vCTBs and as compared with schCTBs and vCTBs in nPTB (Fig. 4A,B). Although variability impacted the statistical significance, CTBs from the sPE smooth chorion tended to mimic the invasion levels of the second trimester samples. In contrast, comparable levels of invasion were observed in the later second trimester, sPE and nPTB vCTB samples. Thus, these data suggested either an autocrine or a paracrine braking mechanism that restrains schCTB invasion *in vivo* and that sPE is associated with increased invasiveness of these cells, perhaps overcoming this barrier. We hypothesize that the sPE-related changes in the schCTBs subpopulation are, at least in part, a compensatory mechanism for functional deficits in vCTBs, particularly with regard to differentiation along the extravillous pathway.

### sPE impacts schCTB gene expression

To gain a better understanding of the molecular mechanisms behind the observed schCTB alterations in sPE, we used a laser capture microdissection approach to isolate this population of cells from the fetal membranes of sPE and nPTB pregnancies (*n*=4/group). 

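Messenger and other RNA of schCTBs was profiled in 3 groups of 4 samples, sPE, nPTB and the second trimester of normal pregnancy (STM), with 1 array per sample. Laser capture microdissection cuts chosen cells out of a frozen tissue section, so that the RNA comes from the cytotrophoblast layer of the smooth chorion, with whatever other cells lay in the path of the laser. The GeneChip HuGene 2.0 ST array measures each transcript with many probes spread along its length, and the authors combined these into 1 normalized log2 value per transcript cluster, the array's unit for a gene or transcript, by the RMA method. The nPTB group is non-infected preterm birth in the paper and normal preterm birth in the sample labels. The labels do not say in so many words that each sample came from a separate donor, so the p-values given here measure the spread between these samples.
The values of 53617 transcript clusters ran from 0.173 to 14.1 on the log2 scale, and the median of each array lay between 3.55 and 3.67. The 12 clusters of Y-linked genes and of XIST were left out because the samples are from people, which left 53605. The annotation used here names a gene for 16086 of these (30.0%), or 14873 genes. No value can be given for PAPPA, PAPPA-AS1, TGFBR3L, CD3D, CCL13, SPINK1 or CGA, which it does not name. The 3 groups were fitted together in limma, which estimates a group mean and a moderated spread for every cluster. A cluster was called different at an adjusted p under 0.05 and a fold over 2, the thresholds that the methods give. A range of adjusted p-values of a gene covers the alternatives that test named and unnamed clusters alike. In simulated data with 200 changed clusters, this recovered 146 of those changed by a log2 of 2 between sPE and nPTB (73%) with 6 false calls, and 174 of those changed by a log2 of 3 (87%) with 7 false calls. For sPE against STM, 149 and 173 were recovered, and for nPTB against STM, 143 and 177. The changed clusters were drawn only from those of higher mean signal. The noise was normal and independent between clusters, without outlying arrays. Recovery of dim clusters, or with fewer changed clusters, was therefore not tested. Nor was it given separately for genes of large spread. The median standard error of a log2 fold change was 0.254 over all clusters. Between sPE and nPTB it was 1.06 for CSH1 and 0.94 for CXCL10, so the shares recovered do not apply to such genes. Pairs of arrays correlated at r = 0.872 to 0.964 across clusters. nPTB replicate 2 and STM replicate 2 stood apart, at mean Euclidean distances of 215.8 and 208.2 from the other arrays, where the other 10 arrays lay at 165.0 to 186.3.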

The maternal and neonatal characteristics associated with the samples used for microarray analysis are summarized in Table S2. There were no differences in maternal characteristics other than elevated blood pressure and proteinuria in the sPE group. Neonatal weights were also lower in this group.

Microarray analyses enabled a global comparison of the cells' gene expression patterns in the two conditions. 

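Between sPE and nPTB schCTBs, the largest fold changes were those of CSH1, a placental hormone gene, in the one direction and of CXCL10, a chemokine gene, in the other, but no transcript cluster passed the test. HTRA4, a secreted serine protease of trophoblast, had a mean log2 value of 9.79 ± 0.87 (SD, n = 4) in sPE and 6.84 ± 2.08 (SD, n = 4) in nPTB. RECK, a membrane-anchored inhibitor of metalloproteinases, had 7.26 ± 0.62 and 5.93 ± 0.70, and GDPD1, a phospholipid phosphodiesterase, was 1.52 higher on the log2 scale (standard error 0.52). On the other side, PMAIP1, a BCL2 family protein that promotes apoptosis, had a log2 fold change of -2.40 (standard error 0.44). OLR1, a receptor for oxidized low-density lipoprotein, had -2.37 (standard error 0.50), and BCL2A1, a BCL2 family member that protects from apoptosis, -2.18 (standard error 0.52).
At an adjusted p under 0.05 and a fold over 2, limma called 0 of 53605 clusters higher in sPE and 0 lower, and the lowest adjusted p was 0.285. At an unadjusted p under 0.05 and the same fold, 362 clusters were higher and 539 lower, of which 87 and 134 carried a gene name. A comparison of the group means without moderation of the spread gave 0 and 0 after adjustment, 187 and 289 at a two-sided unadjusted p, and 338 and 496 at a one-tailed one. The arrays of both groups did not overlap in 1511 clusters (2.82%), where chance gives 2.86%. Without nPTB replicate 1, limma called 1 cluster higher and 4 lower. PMAIP1 (adjusted p = 0.0101) was among the latter, as was AKAP12, a kinase-anchoring protein chosen here after its value was seen (log2 fold change -2.14, adjusted p = 0.0314). Over the alternatives tried, the adjusted p of PMAIP1 ran from 0.0101 to 0.973. Without STM replicate 2, or with these 2 groups alone in the fit, 1 cluster was called higher and 0 lower.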

In sPE schCTBs, 116 genes were upregulated (2-fold and higher) and 133 genes were downregulated (2-fold and higher) compared with nPTB (Fig. 5, 50 most highly differentially expressed; Fig. S2, complete list). The most highly upregulated genes were *CSH1* (also known as *HPL*; 26-fold), glutathione S-transferase alpha 3 (*GSTA3*; 13-fold) and *PAPPA1* (*PAPPA*; 9-fold). 

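CSH1, which encodes placental lactogen, a hormone of pregnancy that shifts maternal metabolism, had the largest difference in group means. Its mean log2 value was 11.13 ± 1.04 (SD, n = 4) in sPE and 5.99 ± 2.61 (SD, n = 4) in nPTB, a 35.3-fold difference. GSTA3, a glutathione S-transferase that also isomerizes steroid precursors, had 6.50 ± 0.74 and 3.34 ± 1.03, an 8.96-fold difference. For both genes every sPE array lay above every nPTB array (two-sided exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). The study picked both genes, and the others it names below, from these samples, so such permutation p-values are not independent evidence. The log2 fold change was 5.14 (standard error 1.06) for CSH1 and 3.16 (standard error 0.60) for GSTA3, with adjusted p = 0.540 and 0.499 from limma, so neither passed the test over all clusters. Among named genes higher in sPE, the next after CSH1 by fold change was LVRN, an aminopeptidase of extravillous trophoblast chosen here after its value was seen (log2 fold change 3.20, adjusted p = 0.831).

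**Figure D1:**
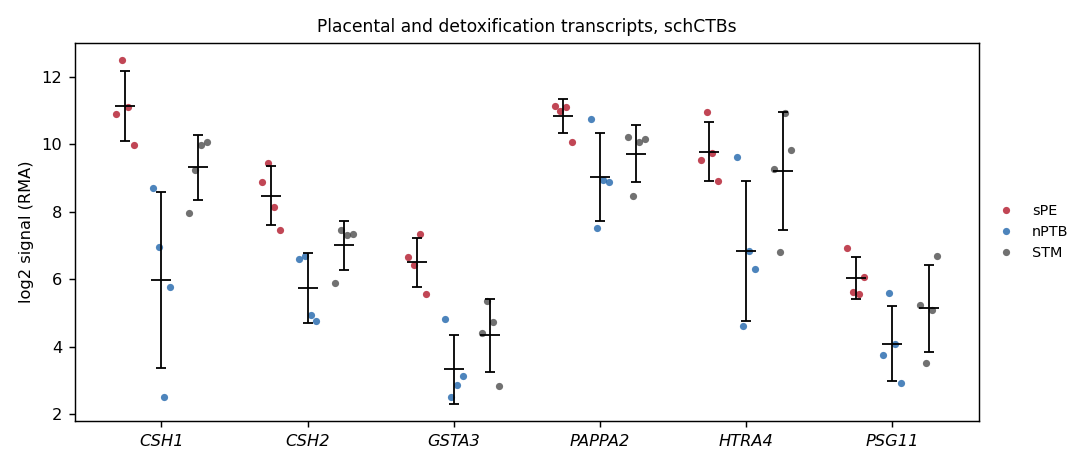
Normalized log2 values of CSH1, CSH2, GSTA3, PAPPA2, HTRA4 and PSG11 (vertical axes) in the sPE, nPTB and STM groups. Points are single arrays, bars the mean of 4 arrays and error bars the SD; for CSH1 the means are 11.13 in sPE and 5.99 in nPTB.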

Two related molecules, PAPPA antisense RNA 1 and *PAPPA2*, were also upregulated (7-fold and 4-fold, respectively). 

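PAPPA2, a metalloproteinase that cleaves binding proteins of insulin-like growth factors (IGFs) and so frees the growth factor, had a log2 fold change of 1.81 (standard error 0.59), or 3.50-fold, between sPE and nPTB schCTBs. Its adjusted p was 0.783 from limma. The arrays of both groups overlapped (two-sided exact permutation p = 0.0571).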

Another placental lactogen, chorionic somatomammotropin hormone 2, was upregulated 7-fold. Thus, several placenta-specific proteins were modulated in sPE as was *GSTA3*, which functions in hormone production and detoxification. 

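CSH2, another placental lactogen gene in the same gene cluster as CSH1, had mean log2 values of 8.48 ± 0.87 (SD, n = 4) in sPE and 5.75 ± 1.05 (SD, n = 4) in nPTB. Its log2 fold change was 2.74 (standard error 0.56), or 6.66-fold, and no sPE array lay below any nPTB array (two-sided exact permutation p = 0.0286; adjusted p = 0.540 from limma). The 5 genes of the lactogen and growth hormone locus rose as a group, with a mean difference of 1.72 on the log2 scale (95% interval 0.74 to 2.69; adjusted p = 0.00191 from limma's camera, and adjusted p = 0.256 with an estimated correlation). The other members differed less: CSHL1 by 0.84, the placental growth hormone gene GH2 by 0.13 and the pituitary one, GH1, by -0.27. The paper names all of them but GH1, so the list could not be tested without the paper's genes. None of the 5 was called over all clusters. When adjusted over the list alone CSH1 and CSH2 passed, which is not independent evidence, since both were picked by the study from these samples. These genes are near-identical copies, so their probes may share signal.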

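Genes of the invasive, extravillous trophoblast stood higher in sPE schCTBs than in nPTB ones. Of 14 measured genes of this list, 13 were higher, none called over all clusters and none when adjusted over the list alone. The exception was LAIR2, a soluble collagen receptor named here after its value was seen, at -0.62 on the log2 scale. As a group they rose by 0.98 (95% interval -0.25 to 2.22; adjusted p = 4.17e-05 from limma's camera, and adjusted p = 0.415 with an estimated correlation). The 10 measured genes of the oxidative stress response, to which glutathione-dependent detoxification belongs, rose by 0.31 (95% interval -0.03 to 0.65; adjusted p = 0.00656, and adjusted p = 0.349 with an estimated correlation). Among them were 8 that stood higher and none called, and the group did not pass without nPTB replicate 2 (adjusted p = 0.0892, over a range of 0.00159 to 0.349 in the alternatives). Of 9 measured markers of the syncytiotrophoblast, the hormone-producing surface of the villi, 6 were higher and none was called. Their mean difference was 0.54 (adjusted p = 0.166), with ADAM12, a secreted metalloproteinase, at 1.73 (standard error 0.61).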

Upregulation of *TGFBR3L* (6-fold), which binds TGFβ family members via its heparan sulfate chains, suggests the possibility of enhanced growth factors signaling in sPE.

**Fig. 5.**
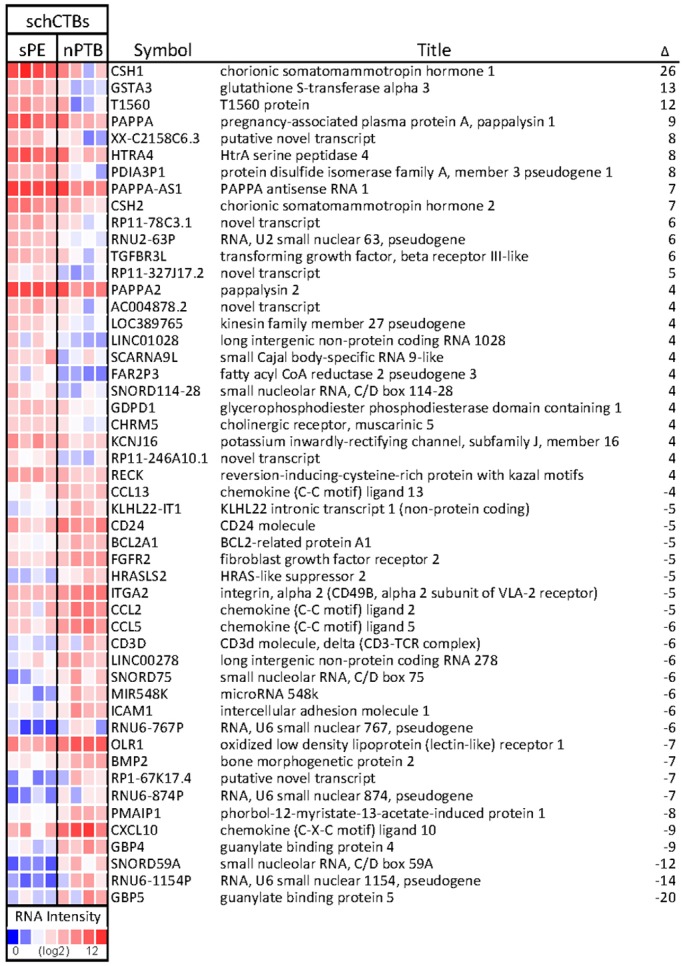
**Global transcriptional profiling of cytotrophoblasts from the smooth chorion revealed sPE-associated aberrations in gene expression.** The cells were isolated by laser capture microdissection. Then RNA was prepared and gene expression analyzed using an Affymetrix microarray platform. The relative expression levels of the 50 most highly differentially expressed genes (severe pre-eclampsia, sPE) versus non-infected preterm birth (nPTB) are shown as a heat map (red, upregulated; blue, downregulated). The fold changes are shown on the right (Δ). *n*=4 sPE samples and 4 nPTB samples. T1560 (LINC01602); KLHL22-IT1 (RNY1P9); LOC389765 (gene kinesin family member 27 pseudogene RP11-213G2.3).

Conversely, we found upregulation, in nPTB, of immune molecules, guanylate binding proteins 5 and 4 (GBPs; 20-fold and 9-fold, respectively), *CXCL10* (9-fold), *ICAM1* (6-fold), *CD3D* (6-fold), *CCL5* (6-fold), *CCL2* (5-fold), *CD24* (5-fold) and *CCL13* (4-fold). 

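Interferon-induced genes and chemokines stood higher in nPTB than in sPE schCTBs, several of them by more than a log2 of 2. CXCL10, a chemokine that attracts T cells, had mean log2 values of 6.37 ± 1.89 (SD, n = 4) in sPE and 10.30 ± 1.36 (SD, n = 4) in nPTB, a log2 fold change of -3.92 (standard error 0.94). GBP4 and GBP5, interferon-induced GTPases, had log2 fold changes of -3.42 (standard error 0.94) and -3.10 (standard error 1.07). CCL5, which attracts T cells and monocytes, had 5.44 ± 0.80 in sPE and 8.37 ± 0.84 in nPTB. ICAM1, an adhesion molecule for leukocytes, had 3.74 ± 0.66 and 6.41 ± 1.53, and CCL2, which attracts monocytes, 5.43 ± 1.67 and 8.09 ± 1.28. CD24, a surface glycoprotein of epithelia and trophoblast, had a log2 fold change of -2.11 (standard error 0.52).
In CXCL10, GBP4, CCL5 and ICAM1 every sPE array lay below every nPTB array (two-sided exact permutation p = 0.0286). In GBP5, CCL2 and CD24 the arrays overlapped (p = 0.0571 in the same exact permutation test). The study picked all 7 genes from these samples, so these p-values are not independent evidence. The adjusted p from limma lay between 0.540 (CCL5) and 0.804 (GBP5), so none of the 7 genes passed the test over all clusters.

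**Figure D2:**
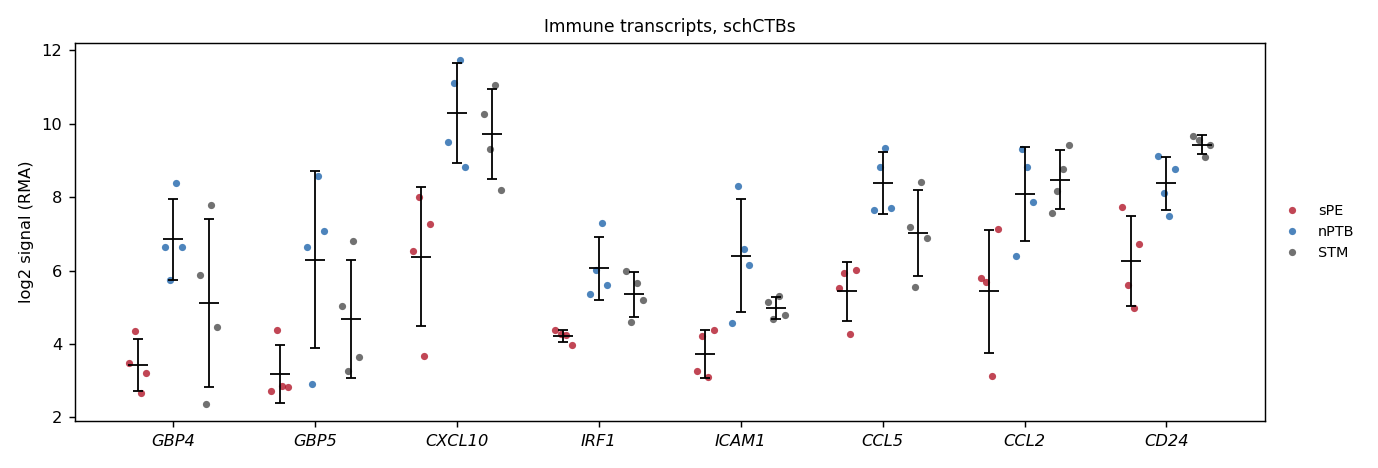
Normalized log2 values of GBP4, GBP5, CXCL10, IRF1, ICAM1, CCL5, CCL2 and CD24 (vertical axes) in the sPE, nPTB and STM groups. Points are single arrays, bars the mean of 4 arrays and error bars the SD; for CXCL10 the means are 6.37 in sPE and 10.30 in nPTB.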

As a group they have many interesting immune-related functions. GBP4 dampens interferon-induced viral responses (Hu et al., 2011) and GBP5 is an interferon-inducible inhibitor of viral infectivity including HIV (Krapp et al., 2016). These chemokine-related and adhesion molecules promote chemotaxis of monocytes/macrophages, T cells, NK cells and dendritic cells; T cell adhesion to endothelial cells; and angiogenesis. ICAM strengthens intercellular adhesion, and CD3D is a component of the T-cell receptor. These data suggested that inflammation and immune processes were activated in nPTB even when there were no clinical signs of overt infection. 

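As groups, genes induced by interferon-gamma and genes of the NF-kB and chemokine response fell in sPE schCTBs relative to nPTB. All 11 measured interferon-gamma genes were lower, with a mean difference of -2.13 on the log2 scale (95% interval -3.77 to -0.50; adjusted p = 7.78e-13 from limma's camera, and adjusted p = 0.156 with an estimated correlation). IRF1, a transcription factor of this response, had -1.85 (standard error 0.40). Of the 18 measured NF-kB and chemokine genes 17 were lower, with a mean difference of -1.56 (95% interval -2.84 to -0.28; adjusted p = 1.98e-12, and adjusted p = 0.216 with an estimated correlation). No member of either list was called over all clusters. Adjusted over the list alone, 6 and 7 were lower, which is not independent evidence, since both lists hold genes that the study picked from these samples.
The 14 measured genes of the type I interferon response also fell as a group, with a mean difference of -0.43 (95% interval -1.04 to 0.19; adjusted p = 0.00472, and adjusted p = 0.415 with an estimated correlation), with 10 of them lower and none called. This group did not pass without nPTB replicate 2 (adjusted p = 0.114), nor without both arrays that stand apart, an alternative added after the distances between arrays had been seen (adjusted p = 0.0829, over a range of 4.25e-04 to 0.415 in the alternatives). Of the 4 leukocyte lists tested, only that of T cells passed. All 8 measured T cell markers were lower, among them TRAT1, a T cell receptor adaptor, at -1.01 and CD8A at -0.76, and they fell as a group, with a mean difference of -0.76 (95% interval -1.53 to 0.0014; adjusted p = 4.17e-05, and adjusted p = 0.256 with an estimated correlation). The 6 macrophage markers had a mean difference of -0.59 (adjusted p = 0.222) and the 6 natural killer (NK) cell markers -0.52 (adjusted p = 0.166), while the 9 neutrophil markers, 3 of them higher, had -0.19 (adjusted p = 0.380). From the higher level of the immune molecules in nPTB, the paper proposes that inflammation and immune processes were active in this group without clinical signs of infection. For CD24, CXCL10 and CCL2, also lower in sPE than in STM, it adds that the higher level in nPTB might be unrelated to that condition. The interferon-gamma list, at means of 7.12 in nPTB and 6.50 in STM, did not pass between these groups (adjusted p = 0.223 from limma's camera). The NF-kB and chemokine list did (adjusted p = 1.92e-04), but not with an estimated correlation (adjusted p = 0.562).

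**Figure D3:**
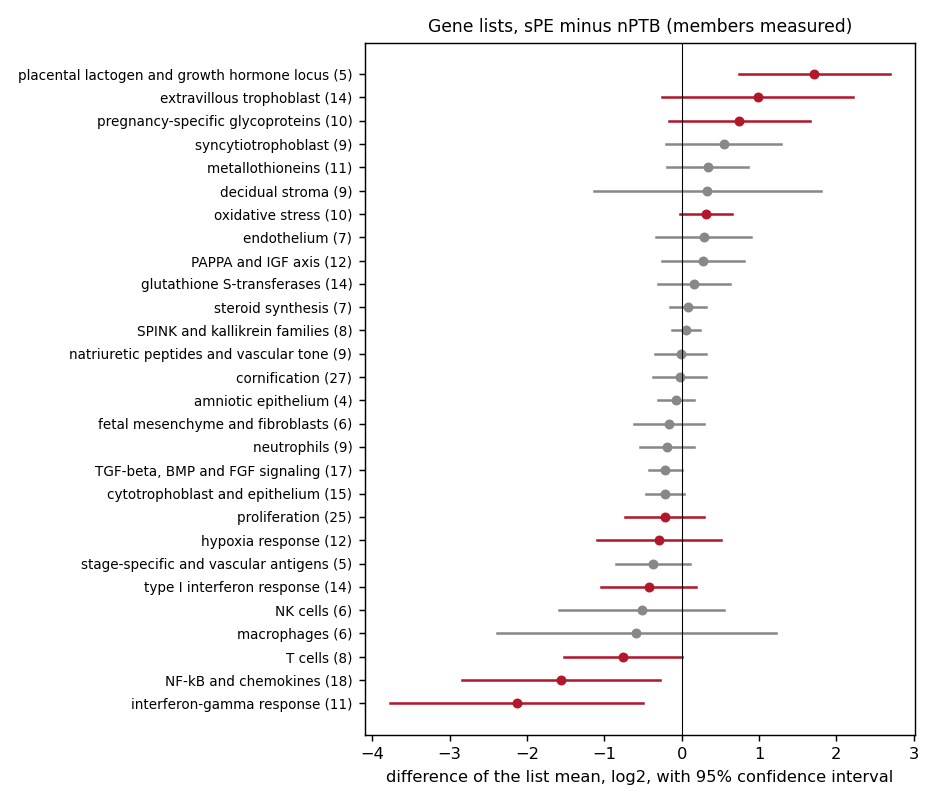
Mean difference in log2 value between sPE and nPTB (horizontal axis) for each of 28 gene lists (vertical axis, number of measured members in brackets), with its 95% interval. Red marks an adjusted p under 0.05 from limma's camera and grey the others; the interferon-gamma list lies at -2.13 and the lactogen locus at 1.72.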

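BMP2, a growth factor of the bone morphogenetic protein family that acts in decidualization and trophoblast differentiation, had a mean log2 value of 4.24 ± 0.48 (SD, n = 4) in sPE schCTBs and 6.41 ± 1.18 (SD, n = 4) in nPTB. FGFR2, a receptor for fibroblast growth factors, had 5.33 ± 0.53 and 7.26 ± 0.84. The log2 fold changes were -2.17 (standard error 0.48) and -1.93 (standard error 0.39). Every sPE array lay below every nPTB array for FGFR2 (two-sided exact permutation p = 0.0286) but not for BMP2 (p = 0.0571 in the same exact test). Neither passed over all clusters (adjusted p = 0.667 and 0.540 from limma). BMP2 was called when nPTB replicate 1 was left out (log2 fold change -2.75, adjusted p = 0.0115, over a range of 0.0115 to 0.973 in the alternatives). Of 17 measured genes of TGF-beta, BMP and FGF signaling, 8 were higher and 9 lower in sPE, and the list did not pass (mean difference -0.21, adjusted p = 0.265 from limma's camera). None was called over all clusters, and BMP2 and FGFR2 alone passed when adjusted over the list alone, where the choice of both from these samples makes them no independent evidence.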

Other genes that were downregulated in schCTBs from sPE compared with nPTB (e.g. *BMP2*, 7-fold; *FGFR2*, 5-fold) might be related to aberrations in growth factor signaling.

We also compared gene expression of schCTBs in sPE and nPTB with the equivalent population of cells that were laser captured from fetal membranes, which were obtained during the second trimester of normal pregnancy (Fig. S3A). 

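Over all clusters, the distances of sPE and of nPTB schCTBs from second trimester ones differed by less than the spread between arrays. The mean Euclidean distance between log2 profiles was 178.4 for pairs of 1 sPE and 1 STM array and 184.2 for pairs of 1 nPTB and 1 STM array. Pairs of 1 sPE and 1 nPTB array lay at 182.1, and pairs within a group at 170.2 for sPE, 189.3 for nPTB and 166.7 for STM. The difference between the distances to STM was -5.76 (two-sided exact permutation p = 0.771 over 70 relabelings of the 8 sPE and nPTB arrays). It turned to 6.91 without nPTB replicate 2 (p = 0.514, exact permutation), when the nPTB arrays lay at 171.5 from the STM arrays. Without both arrays that stand apart, a setting added after the distances had been seen, it was 8.35 (p = 0.486, exact permutation).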

In general, the gene expression patterns of the nPTB samples were more similar to the second trimester schCTBs than were those of the equivalent sPE population. Hierarchical clustering failed to entirely separate the second trimester and nPTB samples. In contrast, the equivalent cells from sPE cases clustered together (Fig. S3B). Thus, although the schCTB layer of the smooth chorion had morphological features of early second trimester samples, global transcriptional profiling showed major differences at a molecular level.

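The nPTB arrays did not form a branch of their own, and neither did the STM arrays. With average linkage on Euclidean distance, a division into 2 clusters set nPTB replicate 2 against all other arrays, and one into 3 clusters also split off STM replicate 2. The nearest array to nPTB replicates 1 and 3 was STM replicate 3 (141.7 and 162.1), and that to nPTB replicate 4 was STM replicate 1 (167.2). nPTB replicate 2 lay nearest to nPTB replicate 4, at 198.4. Within the second trimester, STM replicates 3 and 4 were nearest neighbors (125.6), STM replicate 1 lay nearest to STM replicate 3 (127.3), and STM replicate 2 nearest to sPE replicate 1 (188.1).

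**Figure D4:**
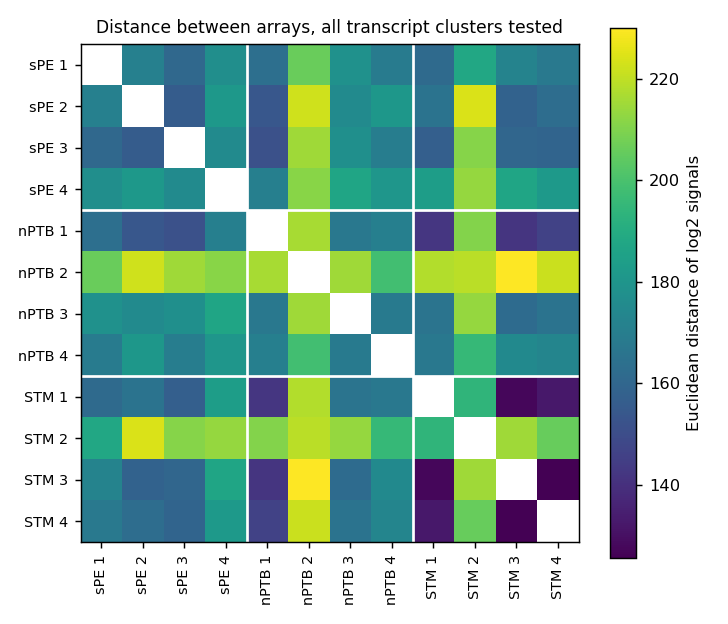
Euclidean distance between the log2 profiles of each pair of the 12 arrays (color scale), with the arrays of sPE, nPTB and STM along both axes. STM replicates 3 and 4 are the closest pair, at 125.6, and nPTB replicate 2 lies at a mean of 215.8 from the others.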

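The sPE arrays also did not form a branch of their own, by average or complete linkage, with correlation in place of distance, over the brighter transcript clusters, over the 1000 most variable ones or without small RNAs. The nearest array to sPE replicates 2, 3 and 4 was nPTB replicate 1, at distances of 153.8, 151.6 and 170.6, and that to sPE replicate 1 was sPE replicate 3, at 160.7. In all, 5 of 12 arrays had their nearest neighbor in their own group, 1 of them in sPE, 1 in nPTB and 3 in STM (permutation test, p = 0.210 over 100000 relabelings). Under the other settings this count was 4 to 6.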

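Genes of the cell cycle stood lower in sPE than in second trimester schCTBs. TYMS, which makes the thymidylate that DNA synthesis needs, fell from a mean log2 value of 6.75 ± 0.13 (SD, n = 4) in STM to 4.77 ± 0.09 (SD, n = 4) in sPE (log2 fold change -1.98, standard error 0.19, adjusted p = 0.00376 from limma). LRP2, an endocytic receptor also known as megalin, fell from 5.97 ± 0.30 to 3.25 ± 0.18 (log2 fold change -2.72, standard error 0.23, adjusted p = 0.00348). With 2 clusters that carry no gene name here, these were all that limma called, 0 higher and 4 lower in sPE. All 25 proliferation genes stood lower in sPE and fell as a group, with a mean difference of -1.06 on the log2 scale (95% interval -1.57 to -0.56; adjusted p = 2.94e-22 from limma's camera, and adjusted p = 0.0532 with an estimated correlation). Only TYMS was called over all clusters, and 11 when adjusted over the list alone, among them CDK1, a kinase that drives mitosis, and TOP2A, a DNA topoisomerase, both named after their values were seen.
Of 15 measured cytotrophoblast and epithelium genes, 13 were lower in sPE, and the list fell, with a mean difference of -0.71 (95% interval -0.95 to -0.46; adjusted p = 2.47e-05, and adjusted p = 0.0346 with an estimated correlation). EPCAM, an epithelial adhesion molecule, had a log2 fold change of -1.75 (standard error 0.40) and KRT18, a keratin named here after its value was seen, -1.19. All 11 interferon-gamma genes were lower, with a mean difference of -1.51 (95% interval -3.15 to 0.13; adjusted p = 2.93e-07, and adjusted p = 0.181 with an estimated correlation), as were 14 of 18 NF-kB and chemokine genes, at a mean of -0.75 (95% interval -2.03 to 0.53; adjusted p = 0.00981, and adjusted p = 0.700 with an estimated correlation). The latter did not pass without sPE replicate 3 (adjusted p = 0.0869, over a range of 8.50e-05 to 0.700 in the alternatives), nor without its 5 genes that the paper names, at a mean difference of -0.37 (adjusted p = 0.623), as added after the members had been seen. Without CD24, which the paper names, the cytotrophoblast and epithelium list still passed (adjusted p = 6.28e-04), but not with an estimated correlation (adjusted p = 0.0603). No gene of these 3 lists was called over all clusters. Adjusted over the list alone, 2, 4 and 2 were lower, which is not independent evidence for genes that the study picked.
At an unadjusted p under 0.05 and a fold over 2, 423 clusters were higher and 799 lower. The arrays of both groups did not overlap in 3394 clusters (6.33%, where chance gives 2.86%). The call of LRP2 was lost in the unmoderated test (adjusted p = 0.0580, over a range of 4.78e-04 to 0.0580), and a test against a fold of 2 called neither LRP2 nor TYMS. In the other alternatives TYMS had an adjusted p of at most 0.0323. The count of lower clusters was 7 without sPE replicate 1, 13 and 8 without nPTB replicates 1 and 2, and 16 without STM replicate 2, and 1 cluster was higher without nPTB replicate 2 or without STM replicate 2. The counts moved further with array weights, to 22 higher and 79 lower, and among the brighter clusters, to 2 and 21. From such profiles the paper concludes that the layer, although it resembles early second trimester chorion in its morphology, differs from it at the molecular level.

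**Figure D5:**
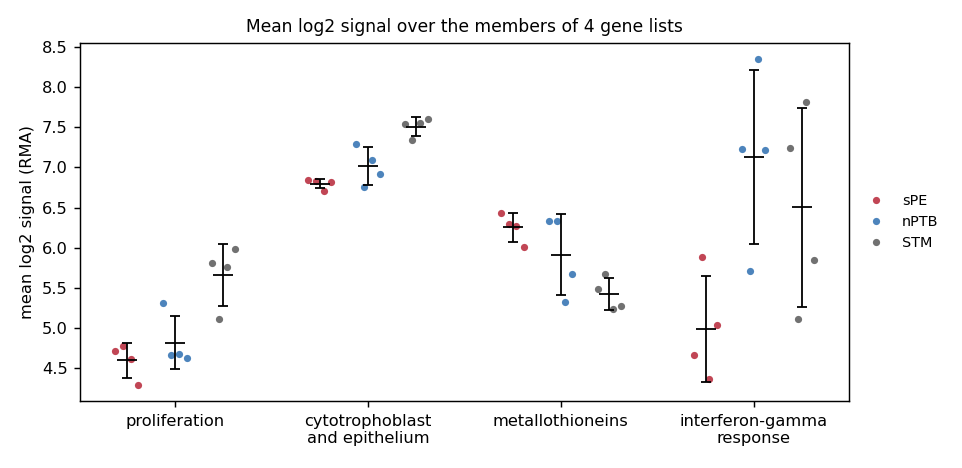
Mean log2 value per array over the genes of the proliferation, cytotrophoblast and epithelium, metallothionein and interferon-gamma lists (vertical axes) in the sPE, nPTB and STM groups. Points are single arrays, bars the mean of 4 arrays and error bars the SD; the proliferation list differs by -1.06 between sPE and STM.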

In comparison with normal second trimester schCTBs, the mostly highly upregulated genes in sPE samples (Fig. S4) were *MT1H* (23-fold) and *MT1G* (13-fold), providing evidence of oxidative stress, which was consistent with the vascular constriction that was observed in the adjacent decidual compartment (data not shown). 

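MT1H and MT1G encode metallothioneins, small cysteine-rich proteins that bind zinc and copper and are induced by metals and oxidants. MT1H had mean log2 values of 9.14 ± 0.59 (SD, n = 4) in sPE and 5.28 ± 1.42 (SD, n = 4) in STM, a 14.5-fold difference (log2 fold change 3.85, standard error 0.93). MT1G had 7.23 ± 0.71 and 4.08 ± 1.02, an 8.87-fold difference (log2 fold change 3.15, standard error 0.78). Every sPE array lay above every STM array for both (two-sided exact permutation p = 0.0286), and neither passed over all clusters (adjusted p = 0.246 and 0.255 from limma). Of 11 measured metallothioneins 8 were higher, and the list rose by 0.83 on the log2 scale (95% interval 0.31 to 1.36; adjusted p = 0.00451 from limma's camera, and adjusted p = 0.0554 with an estimated correlation). Without MT1H and MT1G, in an alternative added after the members had been seen, the 9 others had a mean difference of 0.24 (95% interval 0.045 to 0.43), 6 of them higher, and the list did not pass (adjusted p = 0.179, over a range of 3.60e-04 to 0.179). Adjusted over the list alone, MT1H and MT1G passed, which is not independent evidence, since the study picked them from these samples. As near-identical copies, metallothionein genes may share probe signal. In nPTB against STM, MT1G was also higher, by 2.24 (standard error 0.78, adjusted p = 0.534 from limma). MT1H was higher there by 1.77 (standard error 0.93, adjusted p = 0.626). Between sPE and nPTB the list did not pass (mean difference 0.34, adjusted p = 0.357 from limma's camera). The rise over STM was therefore not shown to be particular to sPE.
The other stress lists did not pass between sPE and STM. Of 10 measured oxidative stress genes 7 were higher, with a mean difference of 0.11 (adjusted p = 0.322), and of 12 measured hypoxia genes 9 were higher, with a mean difference of 0.37 (adjusted p = 0.0503). No member of either was called over all clusters or, at a fold over 2, when adjusted over the list alone.

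**Figure D6:**
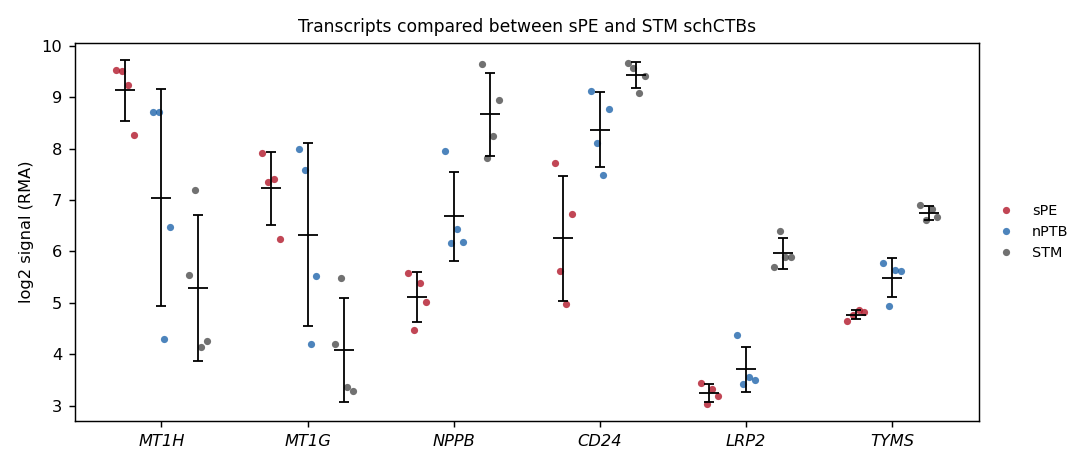
Normalized log2 values of MT1H, MT1G, NPPB, CD24, LRP2 and TYMS (vertical axes) in the sPE, nPTB and STM groups. Points are single arrays, bars the mean of 4 arrays and error bars the SD; for MT1H the means are 9.14 in sPE and 5.28 in STM.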

Corneodesmosin, which is related to cornification of epithelial layers, was also highly upregulated (10-fold) in sPE. 

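CDSN, the corneodesmosin gene, had mean log2 values of 7.81 ± 1.36 (SD, n = 4) in sPE and 5.33 ± 0.70 (SD, n = 4) in STM, a 5.61-fold difference. Its log2 fold change was 2.49 (standard error 0.73), with every sPE array above every STM array (two-sided exact permutation p = 0.0286; adjusted p = 0.359 from limma). The array holds 4 clusters for CDSN, of which 3 have identical values and the fourth differed by 1.05 (standard error 0.62). Other squamous epithelial genes, chosen here after their values were seen, were among the largest differences: KRT24, a keratin, at 2.73 (adjusted p = 0.540), and SCEL, a cornified envelope protein, at 2.39 (adjusted p = 0.137). The cornification list as a whole went both ways, with 13 of its 27 measured genes higher in sPE and 14 lower, none called over all clusters or when adjusted over the list alone (adjusted p = 0.776 from limma's camera).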

Whether or not this is functionally related to the expansion of the schCTB layer in these cases remains to be determined. *PAPPA1* and *GSTA3* expression was also higher than in normal second trimester samples (8-fold and 4-fold, respectively). 

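Against the second trimester, GSTA3 had a log2 fold change of 2.16 (standard error 0.60) in sPE schCTBs, a 4.48-fold difference from a mean log2 value of 4.34 ± 1.08 (SD, n = 4) in STM. Every sPE array lay above every STM array (two-sided exact permutation p = 0.0286), and the adjusted p over all clusters was 0.338 from limma. PAPPA2, the relative of PAPPA, had a difference of 1.11 (standard error 0.59; adjusted p = 0.620).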

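Several immune and surface genes that were low in sPE schCTBs were high in second trimester ones. CD24, the epithelial and trophoblast surface glycoprotein, had a mean log2 value of 9.43 ± 0.26 (SD, n = 4) in STM, and sPE differed from it by -3.17 (standard error 0.52). CXCL10, the T cell chemokine, stood at 9.71 ± 1.23 in STM (log2 fold change -3.34, standard error 0.94), and CCL2, the monocyte chemokine, at 8.48 ± 0.79 (log2 fold change -3.05, standard error 0.80). In each of the 3 genes every sPE array lay below every STM array (two-sided exact permutation p = 0.0286). None passed over all clusters, with adjusted p = 0.0936, 0.344 and 0.299 from limma. CD24 was called without sPE replicate 1 (adjusted p = 0.0371), with arrays weighted by their quality (0.0326), with the replicate number as a block (0.0486) and with only named clusters tested (0.0260, or 0.0233 without small RNAs), and over the alternatives that test all clusters or the brighter ones its adjusted p ran from 0.0326 to 0.311.
No cluster was called in both comparisons of sPE, with nPTB and with STM. At an unadjusted p under 0.05 and a fold over 2, 253 clusters passed in both in the same direction, of 901 and 1222. Independent lists of these sizes would share 10.9, and simulated unchanged groups that share the sPE arrays shared 137 on average, 157 at most. Across clusters the fold changes of both comparisons correlated at r = 0.478, and at 0.502 in the simulation, with covariances of 0.0864 and 0.0741. With the sPE arrays split between the comparisons, r was 0.0241 to 0.133. Clusters are not independent replicates.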

With regard to genes for which expression was downregulated in sPE versus second trimester samples, several chemokine family members were in this category, suggesting that their upregulation in nPTB might not be related to this condition, e.g. *CD24* (10-fold), *CXCL10* (6-fold) and *CCL2* (6-fold). 

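NPPB encodes B-type natriuretic peptide, a hormone that promotes sodium excretion and relaxes vessels. Its mean log2 value was 5.11 ± 0.49 (SD, n = 4) in sPE schCTBs and 8.67 ± 0.80 (SD, n = 4) in STM ones, an 11.7-fold difference (log2 fold change -3.55, standard error 0.47). All sPE arrays lay below all STM arrays (two-sided exact permutation p = 0.0286), and the adjusted p of 0.0515 from limma did not reach the threshold. It passed without nPTB replicate 1 (adjusted p = 0.0107), without STM replicate 2 (0.0300) and with only named clusters tested (0.0103), and over the alternatives that test all clusters or the brighter ones ran from 0.0107 to 0.189. Of the 9 measured genes of natriuretic peptides and vascular tone, 4 were higher and 5 lower in sPE, and the list did not pass (adjusted p = 0.421 from limma's camera). None was called over all clusters, and NPPB passed when adjusted over the list alone, which is not independent evidence for a gene picked from these samples. NPPB was also lower in nPTB than in STM, by -1.98 (standard error 0.47, adjusted p = 0.414 from limma). Between sPE and nPTB it differed by -1.57 (standard error 0.47, adjusted p = 0.777). The fall from STM was therefore not shown to be particular to sPE.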

Interestingly, expression of *NPPB* (11-fold), which acts to decrease blood pressure, was also reduced in sPE. Thus, immunolocalization of stage-specific antigens, invasion assays and gene expression data pointed to schCTB dysregulation in sPE.

We also compared gene expression of schCTBs in nPTB versus the equivalent population of cells that were laser captured from fetal membranes obtained during the second trimester of normal pregnancy (Fig. S5). 

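Proliferation genes stood lower in nPTB than in second trimester schCTBs, and NF-kB, chemokine and hypoxia genes higher. LRP2 fell from the STM level to 3.71 ± 0.44 (SD, n = 4) in nPTB (log2 fold change -2.26, standard error 0.23, adjusted p = 0.0264 from limma), the one cluster called, beside 0 higher. All 25 proliferation genes were lower, 9 of them when adjusted over the list alone and none called over all clusters. They fell as a group, with a mean difference of -0.84 on the log2 scale (95% interval -1.35 to -0.34; adjusted p = 1.34e-14 from limma's camera, and adjusted p = 0.171 with an estimated correlation). The cytotrophoblast and epithelium genes, 11 of 15 lower and none called or passing over the list alone, fell as a group, with a mean difference of -0.49 (95% interval -0.74 to -0.24; adjusted p = 0.00415, and adjusted p = 0.171 with an estimated correlation). Of 12 hypoxia genes 11 were higher, none called, and the list rose by 0.67 (95% interval -0.13 to 1.47; adjusted p = 9.40e-05, and adjusted p = 0.562 with an estimated correlation). ADM, a vasodilator peptide, passed when adjusted over the list alone (log2 fold change 1.36, standard error 0.25), and HK2, a glycolytic enzyme, had 2.00 (standard error 0.64).
The NF-kB and chemokine genes, 14 of 18 higher and none called or passing over the list alone, rose by 0.81 (adjusted p = 1.92e-04, and adjusted p = 0.562 with an estimated correlation), with PTGS2, the inducible prostaglandin synthase, at 2.36 (standard error 0.72). This list did not pass without nPTB replicate 2 (adjusted p = 0.260) or without both arrays that stand apart, as added after their distances had been seen (0.156), over a range of 6.03e-08 to 0.562 in the alternatives. The type I interferon genes, 10 of 14 higher, rose by 0.33 (adjusted p = 0.0478, and adjusted p = 0.633 with an estimated correlation). They did not pass without sPE replicate 4 (0.0570), nPTB replicate 2 (0.395), nPTB replicate 3 (0.0869) or STM replicate 2 (0.289), nor without both arrays that stand apart (0.930), over a range of 0.00416 to 0.930 in the alternatives.
At an unadjusted p under 0.05 and a fold over 2, 444 clusters were higher and 636 lower in nPTB. The arrays of both groups did not overlap in 2865 clusters (5.34%, where chance gives 2.86%). Leaving out nPTB replicate 1 gave 5 clusters called higher and 4 lower, and leaving out STM replicate 2 gave 1 and 5. LRP2 was not called without any 1 of the 10 arrays other than nPTB replicate 1 and STM replicate 2, nor in a fit of 2 groups only, in the unmoderated test, with the replicate block or in a test against a fold of 2, and its adjusted p ran from 0.00370 to 0.537 over the alternatives. Its call was also lost without both arrays that stand apart, a fit added after their distances had been seen.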

The most highly upregulated genes included a serine peptidase inhibitor (*SPINK1*; 12-fold), *HLA-DR* (12-fold) and *BMP2* (7-fold). 

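In this comparison BMP2, with a mean log2 value of 4.11 ± 0.30 (SD, n = 4) in STM, stood 4.93-fold higher in nPTB, at rank 2 by fold change of the named genes higher in nPTB. Its log2 fold change was 2.30 (standard error 0.48), with all nPTB arrays above all STM arrays (two-sided exact permutation p = 0.0286; adjusted p = 0.375 from limma). It was called without nPTB replicate 1 (log2 fold change 2.89, adjusted p = 0.0108, over a range of 0.0108 to 0.737). Of the TGF-beta, BMP and FGF genes 11 were higher and 6 lower in nPTB, and the list did not pass (adjusted p = 0.488 from limma's camera). None was called over all clusters. When adjusted over the list alone BMP2 passed as higher, with the same limit that the study picked it, and FGF7, a growth factor for epithelia named here after its value was seen, as lower (log2 fold change -1.76). Of the SPINK and kallikrein families only 8 kallikreins were measured, which did not pass as a list either (adjusted p = 0.783), so this says nothing on SPINK1 and its relatives.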

The genes downregulated to the greatest extent included histone *H2AM* (*HIST1H2AM*; 11-fold) and *CGA* (8-fold). 

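Of the small nuclear and nucleolar RNAs, the annotation used here names 23 transcript clusters, all of them small Cajal body RNAs (SCARNAs), which guide the modification of spliceosomal RNAs. Between nPTB and STM schCTBs, limma called 0 of these 23 and 1 of the 16063 other named clusters (Fisher's exact test, two-sided, p = 1). At an unadjusted p under 0.05 and a fold over 2, 2 of the 23 passed (8.70%) and 269 of the others (1.67%; Fisher's exact p = 0.0567). These were SCARNA17, named here after its value was seen, with a log2 fold change of 1.65 (adjusted p = 0.578), and SCARNA9L, with -2.07 (adjusted p = 0.501). Between sPE and nPTB, 0 were called and 2 of the 23 passed at an unadjusted p, against 219 of the others (1.36%; Fisher's exact p = 0.0393). Clusters are not independent of one another, so these p-values only describe the arrays.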

Overall, small nuclear RNAs were highly differentially expressed in this dataset.

### Validation of the differentially expressed genes at the protein level

Next, we investigated whether the highly upregulated mRNAs were accompanied by an equally dramatic increase in expression at the protein level. Accordingly, we immunolocalized CSH1 (HPL) in tissue sections of the fetal membranes from sPE and nPTB cases (*n*=4/group; Table S1). Little immunoreactivity was detected in the CTB layer of the smooth chorion from pregnancies that were complicated by nPTB. In contrast, sPE was associated with strong anti-CSH1 immunoreactivity in a subset of CTBs that tended to be located near the decidual junction (Fig. 6A). Essentially the same result was obtained for GSTA3. However, a greater proportion of the CTB population was immunopositive (Fig. 6B).

**Fig. 6.**
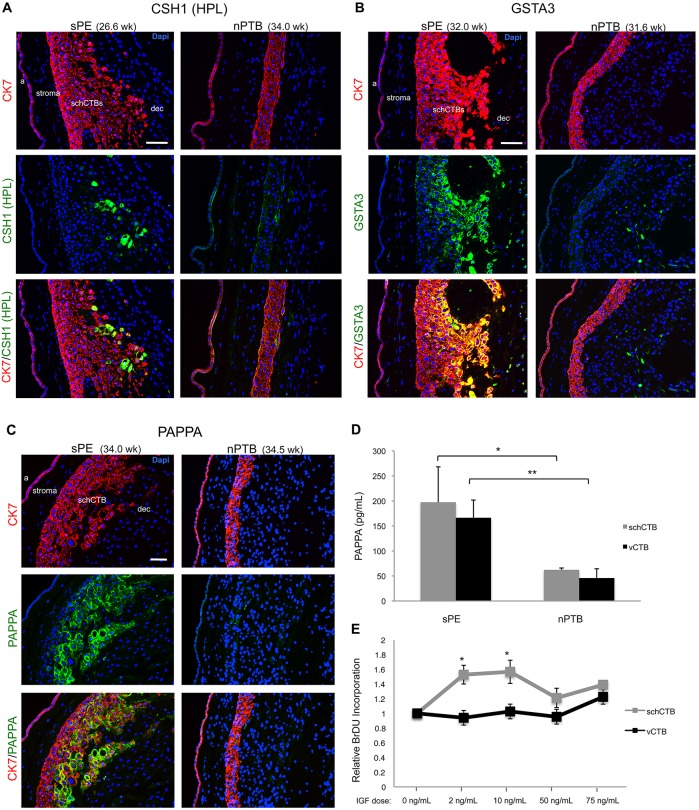
**Confirmation of the microarray results: protein level and functional data.** CSH1, GSTA3 and PAPPA1 immunoreactivity corroborated differential expression at the RNA level. The identity of cytotrophoblasts in the smooth chorion (schCTBs) was confirmed by cytokeratin (CK) expression. (A) Little to no signal for CSH1 was detected in cases of non-infected preterm birth (nPTB). In contrast, a subset of schCTBs interspersed among the immunonegative cells stained strongly with an antibody that recognized this molecule. (B) In sPE, the same pattern of differential expression was observed for GSTA3 except that immunoreactivity was more widespread among the schCTBs and the signal was associated with cells that were adjacent to the decidua parietalis. (C) Immunolocalization of PAPPA in the fetal membranes showed high CTB-associated immunoreactivity in sPE compared with largely background staining in nPTB. The images are representative of the analysis of a minimum of three sections from different areas of smooth chorion biopsies for each case (*n*=4/group). Cytokeratin (CK7) expression confirmed trophoblast identity and DAPI staining enabled visualization of nuclei. a, amnion; dec, decidua. Scale bars: 100 μm. (D) ELISA quantification of CTB PAPPA1 secretion into the culture medium. In sPE, vCTB and schCTB release of PAPPA1 significantly increased compared with the same subpopulations of cells in nPTB. *n*=3/group. (E) Isolated schCTBs and vCTBs (*n*=3 second trimester samples/group) were cultured in the presence of exogenous IGF1. Compared with baseline (no addition), IGF1 (2 and 10 ng) increased BrDU incorporation by schCTB, but not vCTBs. *P<0.05; **P<0.01.

### PAPPA1-stimulated proliferation of schCTBs

Finally, we were interested in determining whether any of the upregulated molecules could be functionally related to the observed sPE-associated increase in the number of CTBs that resided within the smooth chorion. Given its ability to cleave IGFBP4 and -5, releasing the bound IGF1 (Gaidamauskas et al., 2013), we were interested in the expression and function of PAPPA1. Immunolocalization of this antigen in the fetal membranes showed high CTB-associated immunoreactivity in sPE compared with largely background staining in nPTB (Fig. 6C). Additionally, we assayed CTB secretion of PAPPA1 into the conditioned medium. In sPE, villous and schCTB release of PAPPA1 significantly increased compared with the same populations in nPTB (Fig. 6D). Thus, this pregnancy complication is associated with highly upregulated production and secretion of PAPPA1 by CTBs of the placenta and smooth chorion.

To determine the consequences, we isolated schCTBs and vCTBs (*n*=3 second trimester samples/group) and cultured them in the presence of exogenous IGF1. Compared with base-line (no addition), IGF1 (2 and 10 ng) increased bromodeoxyuridine (BrDU) incorporation by schCTB, but not vCTBs (Fig. 6E). Together, these data suggested that sPE-associated increases in PAPPA1 could be at least partially responsible for the observed expansion of the schCTB layer in this pregnancy complication. Alternatively, enhanced expression of PAPPA1 and its effects on CTB proliferation could be attributable to a delay or halting of differentiation such that, in sPE, the later gestation smooth chorion has features that are more typical of second trimester samples.

## DISCUSSION

It has been nearly 50 years since PE was linked to malformations of the maternal-fetal interface, in particular to deficient CTB remodeling of the uterine vasculature (Brosens et al., 1970). In normal pregnancy and in PE, very little is known about the other region where CTBs interface with the decidua – the smooth chorion. We studied this portion of the fetal membranes, during the second trimester of normal pregnancy, in relationship to sPE and nPTB. At a morphological level, two major features of the smooth chorion changed in the interval between early and late second trimester. The width of the CTB layer dramatically decreased along with the number of GV. In sPE, the smooth chorion retained characteristics of the early gestation normal samples – a wide CTB layer with numerous GV that were absent in the equivalent region of the nPTB samples, which resembled the morphology of the smooth chorion in the late second trimester of normal pregnancy.

At a molecular level, schCTBs were a distinct CTB subpopulation. Initially, we examined the cells' expression of stage-specific antigens that villous CTBs modulate as they exit the chorion frondosum and invade the decidua. In line with the fact that there was no morphological evidence of uterine blood vessel invasion, the cells did not express the vascular-type cell adhesion molecules that they normally upregulate within the uterine wall, including PECAM, VCAM, VE-cadherin and VEGFA (Zhou et al., 1997). They also did not express integrin α1, which plays an important role in invasion (Damsky et al., 1994). During the second trimester of normal pregnancy, schCTB immunostained for a combination of antigens that are expressed by villous and invasive/extravillous CTBs: E-cadherin, integrin α4 and HLA-G. In general, expression of these molecules in normal pregnancy tended to be more widespread throughout the CTB layer in early second trimester samples than in later gestation when fewer cells were antibody-reactive. In this regard, HLA-G and integrin α4 expression were confined to a subset of CTBs that were in direct contact with the decidua. Thus, CTBs of the smooth chorion had an antigenic profile that resembled cells in proximal regions of columns that have initiated differentiation along the invasive pathway.

Previous studies reported similarities (e.g. EGF receptor expression; Bulmer et al., 1989) and differences (e.g. lectin staining; Lalani et al., 1987) between schCTBs and vCTBs. Additionally, production of renin (Poisner et al., 1981; Symonds et al., 1968) and its substrate, angiotensinogen (Lenz et al., 1993), is concentrated in schCTBs. Yeh et al. (1989) described two mononuclear CTB populations in the chorion laeve. The first is vacuolated cells, with a clear cytoplasm that is rich in pinocytotic vesicles and lipid droplets. They react with antibodies that recognize human placental lactogen and placental alkaline phosphatase. The role of the latter molecule in absorption led the authors to suggest that these cells might play a role in this process. The second population of cells has an eosinophilic cytoplasm, which lacked vacuoles, and they express neither antigen. Both schCTB subtypes failed to express other molecules that are characteristic of vCTBs, including prolactin, pregnancy specific beta 1 glycoprotein and hCG beta. The antigen-positive and -negative cells that we describe, which did not clearly correspond to the either of these populations, might be a mixture of the two.

The significant morphological changes that were associated with the CTB layer of the smooth chorion in sPE were accompanied by alterations in the expression of E-cadherin, integrin α4 and HLA-G. Specifically, a large proportion of the CTBs expressed these antigens compared with the same subpopulation in either the late second trimester of normal pregnancy or in nPTB. Thus, sPE is associated with morphological and molecular alterations in the CTB layer of the smooth chorion that were reminiscent of the villous immaturity involving the chorion frondosum that was noted many years ago (Hustin et al., 1984).

The gestation-related and sPE-associated differences in the CTB subpopulation of the smooth chorion suggested the possibility of functional alterations. Accordingly, we investigated this possibility by assaying their invasive ability. With regard to normal pregnancy, second trimester schCTBs were more invasive than vCTBs isolated from the same placenta. Additionally, we observed a gestational-age related decline in invasiveness. We speculate that this surprising difference may be indicative of an active role for these cells in attaching the fetal membranes to the decidua parietalis. Whether the decidua capsularis is lost in the process or fuses with rest of the decidua during this process is uncertain (Benirschke et al., 2012). The mechanisms that restrain schCTB invasion *in vivo* are unknown, but could include enhanced expression of plasminogen activator inhibitor-1 (PAI-1 or SERPIN E1) by decidual cells in this region (Floridon et al., 2000).

Using the same experimental design, we investigated the impact of sPE on the invasiveness of schCTBs versus vCTBs. Bolstering our finding that CTBs from the chorion are more invasive than their villous counterparts, we observed the same phenomenon in sPE and nPTB samples. Furthermore, schCTBs from the placentas of sPE patients were significantly more invasive than those from the placentas of women who experienced preterm birth. We speculate that this might reflect an attempt to form more extensive interactions with maternal cells perhaps for absorptive purposes. The enhanced invasiveness of schCTBs in sPE together with the expansion of this layer described above could be in response to the pathological alterations of the chorion frondosum and invasive/extravillous CTBs that are associated with this pregnancy complication.

Global transcriptional profiling revealed the gene expression patterns of schCTBs in sPE compared with nPTB (and the second trimester of normal pregnancy). Previously, we used this approach to compare vCTB gene expression in the same pregnancy complications immediately after the cells were isolated and as they differentiated along the invasive pathway over 48 h in culture (Zhou et al., 2013). A comparison of the two datasets yielded new insights. First, the number and magnitude of changes in gene expression that were evident in the schCTB dataset were far greater than those observed for vCTBs. This finding suggested that sPE has very significant effects on the chorion laeve as well as the chorion frondosum. Second, there was no overlap in the schCTB and vCTB genes that were dysregulated in sPE and the same was true for nPTB. This result suggested that these are two very different CTB subpopulations in normal pregnancy and in their transcriptional responses to sPE and nPTB. For example, many of the PSGs were upregulated in vCTBs isolated from the placentas of sPE cases (Zhou et al., 2013). In contrast, only PSG11 was modulated (4-fold increase) in the equivalent schCTB dataset. Together, these findings suggested that schCTBs are active participants rather than passive bystanders to the placenta's role in pregnancy. In this regard it is interesting to note the geometry of the placenta and the very large surface area formed by the smooth chorion. 

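Pregnancy-specific glycoproteins (PSGs) are secreted by trophoblast in large amounts and act on maternal immune cells and vessels. PSG11 had mean log2 values of 6.05 ± 0.63 (SD, n = 4) in sPE schCTBs and 4.09 ± 1.11 (SD, n = 4) in nPTB (log2 fold change 1.96, standard error 0.65). PSG9 had a log2 fold change of 1.90 (standard error 0.93), and of 0.80 without sPE replicate 1. The other members lay between PSG2 at 1.14 and PSG8 at -0.33, with PSG7 at 0.88, PSG3 at 0.68, PSG5 at 0.67, PSG1 at 0.40, PSG6 at 0.20 and PSG4 at -0.04.
None of the 10 genes was called over all clusters or when adjusted over the list alone, and PSG11 passed at an unadjusted p under 0.05 (adjusted p = 0.783 from limma; two-sided exact permutation p = 0.0571). As a group, with 8 of 10 higher, they rose by 0.75 on the log2 scale (95% interval -0.16 to 1.65; adjusted p = 0.0191 from limma's camera, and adjusted p = 0.415 with an estimated correlation). Much of this rests on sPE replicate 1, where the list mean was 6.69, against 5.00 to 5.24 in the other sPE arrays. The list did not pass without sPE replicate 1 (adjusted p = 0.323), without nPTB replicate 4 (0.0874) or in the unmoderated test (0.0902), nor without PSG11 in a test added after the members had been seen (0.103), over a range of 0.00298 to 0.415. The PSG genes are near-identical copies whose probes may share signal.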

Our results suggested the importance of considering this ‘second front’ where fetal and maternal cells directly interact, which, in addition to the chorion frondosum, could play an important role in governing pregnancy outcome.

As to the dysregulated expression of specific genes, *CSH1* was the most highly upregulated schCTB transcript in sPE. 

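CSH1 ranked first of all 53605 transcript clusters by its fold change between sPE and nPTB. Its log2 fold change stayed between 3.98 and 6.05 when each array was left out in turn, and its adjusted p lay between 0.105 and 0.973 over the alternatives. Among the named genes higher in sPE, HTRA4 stood at rank 5, CSH2 at rank 6 and PSG11 at rank 13.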

In vCTBs, another transcript from this locus, *GH2*, was the most highly expressed gene (Zhou et al., 2013). In contrast to both findings, analyses of placentas from sPE cases showed that transcription from the entire locus (*GH2*, *CSH1*, *CHS2* and *CSHL1*) was downregulated (Männik et al., 2012). CSH1, which is secreted into maternal blood, regulates maternal metabolic adaptation to pregnancy. Consistent with its role in promoting intrauterine growth, it is also found in the fetal circulation (Handwerger and Freemark, 2000). Our data suggested that schCTBs might be a particularly important source of the latter fraction. 

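Among the glutathione S-transferases, enzymes that couple glutathione to reactive compounds, GSTA3 had the largest difference between sPE and nPTB. It stood at rank 3 by fold change of the named genes higher in sPE, and its log2 fold change stayed between 2.88 and 3.66 when each array was left out in turn. Of the 14 measured genes of the family 7 were higher and 7 lower, with a mean difference of 0.15 (adjusted p = 0.942 from limma's camera). None was called over all clusters. When adjusted over the list alone GSTA3 passed (adjusted p = 0.00267 from limma), which is not independent evidence, since the study picked it from these samples.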

The *GSTA3* transcript was also highly upregulated. This enzyme, a member of the glutathione S transferase family, plays an important role in the generation of intermediate metabolites in the biosynthesis of progesterone and testosterone (Johansson and Mannervik, 2001). Its enhanced expression in sPE suggested that schCTBs upregulate steroid production. 

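The genes of steroid synthesis measured here, 7 of the 18 listed, did not pass the test as a group between sPE and nPTB schCTBs. Of them 4 were higher and 3 lower, with a mean difference of 0.09 on the log2 scale (95% interval -0.15 to 0.32; adjusted p = 0.696 from limma's camera). None was called over all clusters or when adjusted over the list alone. The measured members carry cholesterol to and within mitochondria (STAR, STARD3), pass electrons to steroidogenic enzymes (FDX1) or are hydroxysteroid dehydrogenases (HSD17B1, HSD17B2, HSD17B4 and HSD17B12).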

In a rat model of this pregnancy complication, treatment with 17-hydroxyprogesterone improved uterine perfusion (Amaral et al., 2015). Whether our observation is related in terms of increased *GSTA3* expression as being an attempt to upregulate blood flow to the placenta remains to be determined. 

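In nPTB the mean log2 value of PAPPA2 was 9.03 ± 1.31 (SD, n = 4), and in sPE it was 10.84 ± 0.51 (SD, n = 4), which placed it at rank 16 by fold change of the named genes higher in sPE. Its pathway, with the IGFs, their receptors and binding proteins and the stanniocalcins that block this proteinase, went both ways. Of 12 measured genes, PAPPA2 among them, 6 were higher and 6 lower in sPE, with a mean difference of 0.28 on the log2 scale (adjusted p = 0.414 from limma's camera). The 11 others had a mean difference of 0.14, in a test added after the members had been seen (adjusted p = 0.814). IGFBP5, an IGF binding protein that PAPPA2 cleaves, had a log2 fold change of 1.97 (standard error 0.78; adjusted p = 0.840 from limma), and of 1.22 without sPE replicate 4. No member was called over all clusters or when adjusted over the list alone.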

Finally, schCTBs highly expressed *PAPPA1* (and *PAPPA2*) in sPE versus nPTB. This result was in accordance with previous reports of elevated levels of this proteinase in maternal serum and/or placentas from PE cases (Kramer et al., 2016). Our investigation of increased PAPPA1 production suggested an autocrine role in expansion of the schCTB layer in sPE. Also, these data might be indicative of the smooth chorion retaining features of a more immature state. Finally, this analysis highlighted genes that were upregulated in nPTB. They included *GBP4* and *-5*, which play important roles in inflammasome assembly and function (Shenoy et al., 2012; Tyrkalska et al., 2016), possible signals of the beginning of an inflammatory response despite the absence of clinical indicators.

We also compared gene expression of schCTBs in sPE and nPTB to schCTBs in the second trimester of normal pregnancy. In sPE, the highly upregulated genes included *MT1H* and *MT1G* (Fig. S4), metal-binding proteins that protect cells from oxidative stress (You et al., 2002). Thus, our results suggested that the smooth chorion is also affected by reduced uterine perfusion. We were surprised to find a strong upregulation of corneodesmosin in sPE. This molecule is the major component of desmosomes in the stratum corneum of the skin (Ishida-Yamamoto and Igawa, 2015). This raised the possibility that components of a desquamation-like process might be involved in separation of the smooth chorion from the uterus. In the skin, SPINK family members, serine proteinase inhibitors, prevent degradation of corneodesomosomes by inhibiting the actions of kallikreins. Interestingly, *SPINK1* was the most highly upregulated gene in schCTBs from nPTB versus the second trimester of normal pregnancy (Fig. S5). In the second trimester comparison, natriuretic peptide B was the most downregulated gene in sPE. Deletion in mice results in impaired cardiac remodeling (Tamura et al., 2000), raising the possibility that this peptide could be involved in aspects of maternal vascular responses to pregnancy that are impaired in sPE.

In summary, we studied the impact of sPE on the CTB layer of the smooth chorion. In comparison to the equivalent region in nPTB, we found a large number of differences at morphological and functional levels. We also found that sPE had very different effects on the chorion frondosum and the chorion laeve, possible evidence that the CTBs in the two areas are different subpopulations of cells. The results also raised the possibility of crosstalk between the two extra-embryonic regions that enabled the smooth chorion to compensate for deficits in the villous placenta. In this new light, we propose that CTBs that reside in the fetal membranes play a larger role in governing pregnancy outcome than was previously appreciated.

## MATERIALS AND METHODS

### Human tissue collection

The UCSF Institutional Review Board approved this study. Informed consent was obtained from all donors. Samples were collected within 1 h of the procedure, washed in PBS and kept in cytowash medium (DME/H-21 medium, 1% Glutamine Plus, 1% penicillin/streptomycin, 0.1% gentamycin) supplemented with 2.5% fetal bovine serum (FBS), placed on ice prior to processing. The second trimester samples were classified as early (15.5 to 17.6 weeks), mid (18 to 22.3 weeks) or late (22.4 to 24 weeks). The clinical characteristics of the sPE and nPTB pregnancies are summarized in Tables S1 and S2.

### Immunolocalization

Immunolocalization was carried out using previously published methods (Genbacev et al., 2016). The antibodies we employed are listed in Table S3 along with the working concentrations.

### Morphological evaluations of the smooth chorion

All biopsies (∼10×20-40 mm) were obtained either 5-10 cm (second trimester) or 10-15 cm (term) from the chorionic plate, from random areas of the smooth chorion (at least three per case). They were washed in PBS, fixed with 4% paraformaldehyde for 30 min and infiltrated with 5-15% sucrose. The samples were rolled end-to-end, embedded in OCT, and frozen in liquid nitrogen. Tissue sections from second trimester, sPE and nPTB samples (*n*=5/each group) were stained with H&E.

Immunolocalization of cytokeratin and vimentin was performed as described (Genbacev et al., 2016). Tilescan images of the entire tissue section were generated using a Leica DMI6000 B fluorescence microscope (Leica Microsystems) and LAS software. This method enabled evaluation of a large area of the tissue (∼10-30×1 mm wide). All measurements were performed using ImageJ (version 1.45s). Three sections from two areas of early second trimester (*n*=3), mid second trimester (*n*=4), late second trimester (*n*=3), sPE (*n*=5) or nPTB (*n*=5) specimens were examined. The width of the CTB layer was measured from the inner edge of CTBs adjacent to the stroma to the outer edge, which was adjacent to the decidua. Ten random measurements were made over the entire length of the samples. In parallel, GV in the same images were counted using ImageJ.

### Isolation of villous cytotrophoblasts

vCTBs were isolated from second and third trimester human placentas by published methods (Fisher et al., 1989; Kliman and Feinberg, 1990). Primary CTBs were from floating (second trimester and term) and anchoring (second trimester) villi, which were dissected from the placentas. The isolated cytotrophoblasts were ≥90% pure as shown by staining for cytokeratin 7.

### Isolation of schCTBs

After extensive washing with 1× PBS (Ca^2+^ and Mg^2+^ free) supplemented with 1% penicillin-streptomycin (100× stock solution; 10,000 units/ml penicillin and 10,000 µg/ml streptomycin), 0.003% fungizone (stock solution of 250 mg/ml) and 1% gentamicin, the amnion and smooth chorion were manually separated along their shared stromal plane. Next, the decidua parietalis was removed and discarded. The chorionic CTB layer was minced into small pieces (3-4 mm) and subjected to a series of enzyme digestion steps. The first incubation (15-30 min) was in PBS (10 ml/g of tissue) containing 3.5 mg collagenase, 1.2 mg DNase, 6.9 mg hyaluronidase and 10 mg bovine serum albumin. The supernatant was discarded. Then, the tissue was incubated for 20-40 min in PBS containing trypsin (6.9 mg trypsin, 20 mg EDTA, 12 mg DNase per 100 ml; tissue weight: dissociation buffer volume=1:8). Enzyme activity was stopped by adding an equal volume of cytowash containing 10% FBS. The cell suspension was filtered through a 70 μm sterile strainer and centrifuged at 1200 ***g*** for 7 min. A second collagenase digestion was performed by adding a 7× volume of the collagenase digestion buffer (see above), calculated on the basis of the weight of the cell pellet, followed by incubation for 15-30 min. The cell suspension was collected a second time by centrifugation. The cell pellets from the trypsin and second collagenase digestions were combined and purified over a Percoll gradient as described above for vCTBs.

### Invasion assays

CTB invasion was quantified by using our previously published methods (Genbacev et al., 2016). The entire experiment was repeated three to four times per group. Two inserts were evaluated for each sample type.

### Laser microdissection

We used laser capture microdissection to isolate schCTBs from normal second trimester, sPE or nPTB smooth chorion samples (*n*=4/each group). Portions of the smooth chorion, separated from the amnion as described above, were washed repeatedly in cold PBS to remove blood. Unfixed specimens were rolled end-to-end, placed in cryomolds containing OCT, frozen over a dry ice/ethanol slurry, and stored at −80°C. The blocks were sectioned at 20 μm using a Leica CM3050 cryostat, mounted on UV-treated PEN-membrane slides (ThermoFisher Scientific), and stored under ice prior to laser capture microdissection later that day.

Immediately prior to the procedure, sections were immersed in cold PBS until the OCT dissolved (∼1 min), dipped in 0.1% Toluidine Blue for 30 s, washed in cold PBS, dehydrated (30 s/treatment) in a graded ethanol series (75%, 95%, 100%), then rapidly dried with compressed nitrogen. All solutions were made with nuclease-free water.

schCTBs were laser dissected (Leica LMD 7000) and collected directly into RLT Plus Buffer (Qiagen RNeasy Plus Micro kit).

Total RNA was isolated according to the manufacturer's protocol and concentrations were measured photometrically (NanoDrop 2000c). RNA integrity was determined via microfluidic phoresis (Agilent Bioanalyzer 2100). The samples were stored at −80°C.

### Microarray analyses

Global gene profiling was accomplished using the GeneChip HuGene 2.0 ST array (Affymetrix). Sample processing and hybridization were carried out according to protocols that were devised by the UCSF Gladstone (NHLBI) Genomics Core Facility. Gene level expression data quality was confirmed, normalized (RMA) and summarized (Affymetrix Expression Console Software). Significant differential expression was determined by statistical analysis of false discovery rate (FDR<0.05) and absolute linear fold change >2 (Transcriptome Analysis Console Software).

### PAPPA1 ELISA

Sch- and vCTB-conditioned medium was isolated from sPE (*n*=3) and control nPTB (*n*=3) samples. The PAPPA1 concentrations of technical replicates were assayed by using a commercial ELISA kit (LifeSpan BioSciences) according to the manufacturer's instructions. Sample values (pg/ml) were extrapolated from the standard curve.

### IGF1-induced CTB proliferation

Freshly isolated second trimester vCTBs and schCTBs were plated at a density of 8400 cells per well of a 96-well plate coated with Matrigel diluted 1:2 in medium containing various concentrations of human recombinant IGF1 (291-G1-200, R&D Systems): 0, 2, 10, 50 and 75 ng/ml. BrDU (60 μM) was added simultaneously. After 16 h, BrDU incorporation was assessed according to the manufacturer's directions (ab126556, Abcam, UK). The entire experiment was repeated three times with duplicate or triplicate technical replicates.

### Statistical analysis

Data are shown as mean±s.e.m. Student's one-tailed *t*-distribution was used to compare the mean values among groups. Statistical significance was defined as *P*<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

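The data are 12 arrays of RNA from laser-captured smooth chorion cytotrophoblasts, 4 each from severe pre-eclampsia (sPE), preterm birth (nPTB) and the second trimester of normal pregnancy (STM). The authors deposited 1 table of log2 values, which they had normalized by RMA and summarized per transcript cluster with the Affymetrix Expression Console. RMA subtracts background, gives the arrays a common distribution of probe signals and combines the probes of a cluster, so that a value is a level relative to the other arrays and small changes of dim transcripts are compressed. The paper names the Transcriptome Analysis Console for its tests, with a false discovery rate under 0.05 and an absolute fold over 2, and its statistics section a one-tailed Student's test for the study as a whole. Versions of the consoles are not given in the sources used here. Every column of the table was matched to its sample by name.

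From the 53617 clusters, the 12 of Y-linked genes and of XIST were left out, and the 53605 others were tested without a filter on dim ones. Gene names come from the platform annotation given with the table, which names 1 gene for 16086 clusters, none for 37519 and several for 0. A gene with more than 1 cluster (778 genes) is represented by the cluster with the highest mean over all arrays. Array medians lay at 3.55 to 3.67. For arrays, the number of samples limits the precision: the median standard error of a log2 fold change was 0.254.

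The 12 arrays were fitted in limma 3.58.1 (R 4.3.3, tables read with data.table 1.17.8) as group means, with 9 residual degrees of freedom and 3.03 more from the moderation of the spread. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 2 in each of 3 comparisons: sPE with nPTB, sPE with STM and nPTB with STM. All fold changes are differences of mean log2 values. Single genes also have a two-sided exact permutation test over the 70 relabelings of 8 arrays, whose smallest p is 0.0286. For genes that the study picked from these samples it is not independent evidence. The fit was tested on simulated data in which 200 clusters of higher mean signal were changed.

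Before the data were examined, 32 lists of genes were fixed for pathways of the trophoblast, hormones, immune responses, stress and growth, and for markers of other cells that the captured layer could hold. Of these, 28 have at least 3 named members and were tested with limma's camera at a preset correlation of 0.01, adjusted over the 28 lists of a comparison. Calls "adjusted over the list alone" use the same thresholds with the adjustment over the list's members. Adjusted p-values of lists come from camera. The genes named were chosen by a rule fixed at the same time: every gene the paper names, the 10 called genes with the largest rise and the 10 with the largest fall whose arrays do not overlap between the groups, and of each list up to 4 called genes or, where none is called, the 2 with the smallest p. The paper's own genes had their fold changes printed in the paper, so those values had been seen.

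Distances between arrays are Euclidean over all tested clusters, and the clustering used average linkage. The nearness of sPE and nPTB to STM was tested over 70 relabelings and nearest neighbors over 100000 random relabelings. The overlap of both sPE comparisons, which share the sPE arrays, was set beside a simulation of unchanged groups.

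The alternatives fixed before the data were examined were a fit of 2 groups only, a mean trend with robust moderation, no moderation (after the Student's test that the statistics section names for the study as a whole), unadjusted p-values, no fold threshold, a test against a fold of 2, the Tukey biweight (tuning constant 5) as group average, array weights, quantile normalization, median centring, the brighter clusters only, clusters with 1 gene symbol, clusters that are no small RNA, the replicate number as a block, each array left out in turn, the mean of all clusters of a gene, an estimated correlation, and limma's fry test of lists. A fit without the 2 arrays that stand apart, and one that joins the unmoderated test, unadjusted p-values and the Tukey biweight, were added after the data had been seen, as was a test of the lists without the genes that the paper names. A range of a gene's adjusted p covers the alternatives that test named and unnamed clusters alike.

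Genes that the annotation does not name have no value here, and no reference genome was used, so no positions are given. Tissue staining, invasion assays and protein measurements of the paper were not analysed here.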

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

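The fit without the 2 arrays that stand apart was chosen after the distances between arrays had been seen; the tests of the patterns in this part were written before their results were seen.

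Genes induced by interferon-gamma stood lower in sPE than in nPTB in the smooth chorion. No single array carries this: the interval of the list's mean difference stayed below 0 whichever array was left out, and the one that came nearest to 0, without nPTB replicate 3, gave -1.73 (95% interval -3.43 to -0.027). Quantile normalization gave -2.13 (95% interval -3.74 to -0.51). RMA had already given the arrays a common distribution of probe signals, so this test could hardly exclude scaling as a cause. Leukocytes among the captured cells remain an open explanation and cannot be told apart from a change within the trophoblast: 29 markers of macrophages, T cells, NK cells and neutrophils differed by -0.50, with an interval from -1.34 to 0.35 that holds both the bound of -0.25 set for such cells and 0, and of the macrophage genes CD68 stood at 9.69 in sPE and 9.79 in nPTB, LYZ at 6.79 and 8.35 and TYROBP at 6.74 and 7.81. In nPTB replicate 2, LYZ was 3.45 and TYROBP 5.63, while the other nPTB arrays lay at 9.17 to 10.98 and at 8.07 to 9.36. The list means of T cell markers and interferon-gamma genes were both highest in nPTB replicate 3 (5.10 and 8.35). Both were lowest in sPE replicate 3 (3.41 and 4.37). Within nPTB both were lowest in replicate 2 (3.84 and 5.71), and within STM also in replicate 2 (3.54 and 5.11). How closely these lists follow each other across arrays was not tested. A difference between the pregnancies themselves is also open and was not tested.

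The placental lactogen genes and PSGs, 15 together, were higher in sPE than in nPTB by 1.07 (95% interval 0.30 to 1.84). A single array does not account for it, since the interval stayed above 0 in each case. The smallest difference, without sPE replicate 1, was 0.79 (95% interval 0.13 to 1.46). The lower limit came nearest to 0 without nPTB replicate 4, where the difference was 0.92 (95% interval 0.083 to 1.76). This does not hold for the PSGs alone, whose list did not pass without sPE replicate 1 (adjusted p = 0.323 from limma's camera). The list of the lactogen locus passed whichever array was left out (adjusted p at most 0.0240). CSH1, CSH2 and PSG11 were picked by the study from these samples, so the pooled difference is not independent evidence. RNA of the syncytiotrophoblast, which makes both families, may contribute: its other named markers differed by 0.54, with GCM1, of the highest array value, at 9.79 in sPE and 8.67 in nPTB. Their interval of -0.20 to 1.28 spans the bound of 0.25 on both sides, so the arrays alone cannot tell such RNA apart from a change in the captured cells. For CSH1 protein, the paper reports strong staining in a subset of sPE schCTBs and little in nPTB. Staining of PSGs is not reported there. The condition of the pregnancy stays open as well.

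Proliferation genes, whose RNA levels the paper does not discuss, were lower in sPE than in STM and in nPTB than in STM (adjusted p = 2.94e-22 and 1.34e-14 from limma's camera), and lower in sPE than in nPTB (adjusted p = 0.00191). With an estimated correlation none of these passed (adjusted p = 0.0532, 0.171 and 0.485), and the last did not pass without sPE replicate 4 (0.0525) or without nPTB replicate 1 (0.235) either. The 2 arrays that stand apart do not produce the fall from STM to sPE. nPTB replicate 2 is in neither group, and STM replicate 2 had the lowest list mean of STM (5.11, others 5.76 to 5.99). Leaving both out could only enlarge the mean difference, which was then -1.25 (95% interval -1.71 to -0.78), so that fit was no test. The fall was -0.99 after quantile normalization (95% interval -1.51 to -0.47). This could hardly exclude scaling, since RMA had already given the arrays a common distribution. A larger share of trophoblast in STM cannot be told apart from slower cycling: the cytotrophoblast and epithelium genes differed by -0.71, and their interval of -0.95 to -0.46 holds -0.53, which is 50% of the fall of the proliferation list. The gestational age of the groups, which the design names, is open and was not tested. On proliferation itself, the paper reports that IGF1 raised BrDU incorporation by cultured second trimester schCTBs. It proposes that more PAPPA1 could partly account for the wider layer in sPE. The arrays measure RNA of captured cells, in which proliferation genes were not higher in sPE, and they do not test this proposal.

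Other genes and lists outside those the paper discusses also passed the test. LRP2 was lower by -2.72 in sPE and by -2.26 in nPTB than in STM, and TYMS by -1.98 in sPE. The hypoxia list was lower in sPE than in nPTB (adjusted p = 0.0389 from limma's camera, and adjusted p = 0.582 with an estimated correlation) and higher in nPTB than in STM (adjusted p = 9.40e-05, and adjusted p = 0.562 with an estimated correlation). The first of these did not pass without sPE replicate 1 (0.0529), sPE replicate 2 (0.137), sPE replicate 3 (0.153), nPTB replicate 2 (0.514) or nPTB replicate 4 (0.336). It was also lost with array weights, quantile normalization, the unmoderated test and fry, and without both arrays that stand apart.

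Of 129 groups of 4 arrays examined, 14 had 1 array far from the others, where chance gives about 1 in 20 groups, or 6.45. PAPPA2 was 10.09 in sPE replicate 4 (others 11.01 to 11.16) and 8.47 in STM replicate 2 (10.06 to 10.22). CSH2 was 5.90 in STM replicate 1 (7.32 to 7.47), and GDPD1 was 4.38 in STM replicate 2 (5.97 to 6.17). FGFR2 was 6.26 in STM replicate 3 (6.91 to 6.97). GBP5 was 4.37 in sPE replicate 2 (2.72 to 2.87), and PLAAT2, a phospholipase, was 3.27 in sPE replicate 3 (2.60 to 2.62). In nPTB replicate 1, BMP2 was 4.66 (6.81 to 7.16), NPPB 7.96 (6.16 to 6.43), LRP2 4.36 (3.41 to 3.56) and the mean of the proliferation list 5.32 (4.63 to 4.68). The mean of the PSG list was 6.69 in sPE replicate 1 (5.00 to 5.24) and that of the extravillous trophoblast list 7.67 in STM replicate 2 (9.19 to 9.48). STM replicate 2 also lay at a mean distance of 208.2 from the other arrays (others of its group 165.0 to 168.6).

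Other divisions of the same 8 arrays into 4 and 4 (35 in all) show how far chance reaches. Between sPE and STM, 4 clusters were called in the real groups against at most 1 in any other division. With only 35 divisions, and with other counts tested in the same way, this does not exclude chance. For the clusters called between sPE and nPTB, 0 against at most 5, the divisions decide nothing, since none can call fewer than 0. Chance cannot be excluded for this comparison otherwise, with 901 at an unadjusted p against at most 1311, and 10 lists against at most 10. The same holds for sPE and STM at an unadjusted p (1222 against at most 1486) and for their lists (5 against at most 11). For nPTB and STM, 1 cluster was called against at most 118, 1080 at an unadjusted p against at most 2487, and 5 lists against at most 11. The first pair of maxima of that comparison came from 1 division, nPTB replicate 1 with STM replicates 1, 3 and 4 against the rest, which points to a structure of the samples other than their groups.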

How the results depend on the processing

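The alternatives without both arrays that stand apart, without the genes of the paper in the lists, and with the unmoderated test, unadjusted p-values and the Tukey biweight together, were chosen after the data had been seen; all others were set before. For the genes named, 4243 comparisons of a value with its alternative stayed on the same side of the threshold, 147 passed it under the alternative, 15 no longer did and 17 changed sign. For the lists, 433 stayed and 66 lost their call. The number of arrays limits the precision of every value. Except where fewer clusters or arrays entered the test, the cause of a change was not tested. The Tukey biweight gives no value for a list.

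Counts of clusters called are given as higher and lower in sPE against nPTB, in sPE against STM and in nPTB against STM, which were 0 and 0, 0 and 4, and 0 and 1. Mean trend, no fold threshold, the Tukey biweight and median centring moved none of them by over 1.5 times. A fit of 2 groups only gave 1 and 0, 1 and 13, and 0 and 0. The unmoderated test gave 2 lower in sPE than in STM, of which 1 was among limma's 4, and 0 in nPTB, and a test against a fold of 2 left 0 in every comparison, where 4 and 1 had been called with limma. Unadjusted p-values gave 362 and 539, 423 and 799, and 444 and 636. Array weights gave 22 and 79 for sPE against STM and 1 and 1 for nPTB against STM. For sPE against STM, the brighter clusters gave 2 and 21, clusters with 1 gene symbol 1 and 27, and those without small RNAs 1 and 27, with fewer clusters tested. With each array left out, counts ran from 0 to 1 and 0 to 4, from 0 to 1 and 3 to 16, and from 0 to 5 and 0 to 5. Without both arrays that stand apart, sPE against STM gave 2 and 20 and nPTB against STM 0 lower. The unmoderated test with unadjusted p-values and the Tukey biweight gave 183 and 285, 303 and 542, and 257 and 362.

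The replicate numbers do not pair the samples: deviations of same-numbered arrays correlated at -0.208 to 0.263 (mean 0.00279), and of other pairs at -0.269 to 0.206. With the replicate block, 6 clusters were lower in sPE than in STM and 0 in nPTB than in STM, and 8 lists passed between sPE and STM.

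Lists past the threshold numbered 10, 5 and 5 in the 3 comparisons. An estimated correlation left 0, 1 and 0, and fry 0, 3 and 2. Between sPE and STM, array weights gave 8, quantile normalization 8, the brighter clusters 10, unadjusted p-values 11, and the fit without both arrays that stand apart 8. Between nPTB and STM, unadjusted p-values gave 9 and the fit without those arrays 3. With the genes of the paper left out of the lists, 8, 3 and 5 passed, and the calls of the PSGs between sPE and nPTB and of the NF-kB and chemokine genes and the metallothioneins between sPE and STM were lost. The lactogen and growth hormone locus, which passed between sPE and nPTB, kept only GH1 and could not be tested. Leaving out each array gave 8 to 10, 5 to 9 and 4 to 7.

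The difference between the distances of sPE and nPTB to STM turned from -5.76 to 6.91 without nPTB replicate 2 and to 8.35 without both arrays that stand apart, over a range of -13.8 to 6.91 with each array left out. The overlap of both sPE comparisons went from 0 to 253 at unadjusted p-values and ran from 0 to 2 with each array left out. At unadjusted p-values 1 PSG passed, as with the unmoderated test and Tukey biweight (1), and 2 small Cajal body RNAs passed in nPTB against STM.

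Some genes that never passed the test changed sign. With the Tukey biweight, in the planned setting and in the joint one, CLDN10 had 0.027 in sPE against nPTB, and in nPTB against STM CD68 had -0.17, PRF1 -0.20 and MZB1 0.067. With each array left out, BNC1 ran from -0.35 to 0.025 (without nPTB replicate 1) and HSD17B4 from -0.023 (without nPTB replicate 2) to 0.86 in sPE against nPTB. In nPTB against STM, MZB1 ran from -0.30 to 0.040 (without nPTB replicate 2), PRF1 from -0.20 (without nPTB replicate 3, and also below 0 without STM replicate 2) to 0.32, and CD68 from -0.17 (without STM replicate 2) to 0.93. Without both arrays that stand apart, HSD17B4 had -0.023, CD68 -0.049 and MZB1 0.069.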

Differences from the paper's values

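The test of lists without the genes of the paper, the setting that joins the unmoderated test, unadjusted p-values and the Tukey biweight, and the fit without both arrays that stand apart, were chosen after the values had been seen.

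The paper reports 116 genes higher and 133 lower in sPE than in nPTB at its stated thresholds. With limma 0 transcript clusters were called higher and 0 lower. Every alternative set before the data were examined also differs from these counts. With 2 groups only it is 1 and 0, at unadjusted p-values 362 and 539, without nPTB replicate 1 it is 1 and 4, and without STM replicate 2 it is 1 and 0, while the others give 0 and 0. The unmoderated test at unadjusted p-values gives 187 and 289, and with the Tukey biweight 183 and 285, a setting chosen after seeing the values. The paper counts genes, and of limma's 362 and 539 clusters at unadjusted p-values, a threshold other than the paper's, 87 and 134 carry a gene name.

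RECK is about 4-fold higher in sPE in Fig. 5, read by eye, and 2.51-fold higher here. A fold is taken to differ where the gap exceeds both the SD between arrays on the log2 scale and 1.5 times; the 95% interval of the log2 fold change here, 0.46 to 2.20, holds the figure's value. By this rule it does not differ with the Tukey biweight (3.69), with array weights (2.61), with median centring (2.54), without sPE replicate 4 (3.09) or without nPTB replicate 1 (3.16), where the gap is within that SD or within 1.5 times, and it does under the other alternatives set before the data were examined.

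For the other folds that the paper prints, the difference stays within the spread of the arrays or within 1.5 times. Of 33 folds that could be compared, 32 round to the paper's value with the Tukey biweight as group average, an alternative set before the data were examined, and 8 with the arithmetic mean. The exception is CDSN, 10-fold in the paper, which is 5.61-fold here and 6.47-fold with the Tukey biweight.

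In the paper GBP5 has a larger fold than GBP4 and CXCL10 among the genes higher in nPTB than in sPE. Here CXCL10 (15.1-fold) and GBP4 (10.7-fold) come before GBP5 (8.59-fold), and the order follows the paper with the Tukey biweight.

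The paper describes the sPE samples as clustering together and nPTB as nearer to the second trimester. Here the sPE arrays formed no branch of their own in any of the 6 settings, and the mean distance to STM was 178.4 for sPE and 184.2 for nPTB. The settings of the paper's clustering were not found in the sources used here. It may have used other genes, so both clusterings may not be comparable. The nearness has the paper's direction without nPTB replicate 2 (6.91), and without both arrays that stand apart (8.35), which was chosen after seeing the values. That nPTB and STM arrays do not separate fully was also found here.

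The paper describes small nuclear RNAs as strongly changed between nPTB and STM. The only ones named here are 23 small Cajal body RNAs, so most of the class could not be tested. Of these 0 were called by limma, while 2 passed at an unadjusted p (8.70%, against 1.67% of the other named clusters; Fisher's exact test, two-sided, p = 0.0567), 1 higher and 1 lower, and the latter, SCARNA9L, was picked by the paper from these samples.

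The paper names PSG11 as the only PSG that changed in schCTBs. Here no PSG was called, PSG11 alone passed at an unadjusted p, and the 10 members rose as a list by 0.75 (adjusted p = 0.0191 from limma's camera, and adjusted p = 0.415 with an estimated correlation). Without PSG11 the list did not pass (adjusted p = 0.103), in a test chosen after the values had been seen.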

Other observations

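The microRNA tests and their genes, as well as LVRN, TAC3, NDRG1 and the single microRNAs, were chosen after their values had been seen.

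Proliferation genes, 25 in all, were lower in 18 cases in sPE than in nPTB and fell as a group, with a mean difference of -0.22 on the log2 scale (95% interval -0.73 to 0.29; adjusted p = 0.00191 from limma's camera, and adjusted p = 0.485 with an estimated correlation). This list did not pass without sPE replicate 4 (adjusted p = 0.0525) or without nPTB replicate 1 (0.235), over a range of 1.77e-04 to 0.485. Hypoxia genes were lower in 11 of 12 cases in sPE than in nPTB, with a mean difference of -0.30 (adjusted p = 0.0389, and adjusted p = 0.582 with an estimated correlation). They did not pass without sPE replicate 1 (0.0529), sPE replicate 2 (0.137), sPE replicate 3 (0.153), nPTB replicate 2 (0.514) or nPTB replicate 4 (0.336), over a range of 4.99e-04 to 0.636. Nor did they pass with array weights (0.0533), quantile normalization (0.0527), the unmoderated test (0.0645) or limma's fry (0.636), or without both arrays that stand apart (0.504). VEGFA, the vascular growth factor, had a log2 fold change of 1.18 in nPTB against STM, and NDRG1, a stress-induced gene, 1.33. KDR, the receptor of VEGFA, was 7.08 ± 0.74 (SD, n = 4) in sPE and 5.05 ± 1.30 (SD, n = 4) in STM (log2 fold change 2.03, standard error 0.60, adjusted p = 0.361 from limma).

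HSD17B2, which inactivates estradiol, had a log2 fold change of -1.55 in sPE against STM (standard error 0.33, adjusted p = 0.166 from limma) and of -1.34 in nPTB against STM. CD274, the immune checkpoint ligand PD-L1, had a log2 fold change of -1.86 in sPE against STM (standard error 0.27), with adjusted p = 0.0530 from limma. It was called with array weights (0.0204), among the brighter clusters (0.0389), among clusters with 1 gene symbol (0.0141) and among those without small RNAs (0.0133). Of the genes higher in sPE than in nPTB with the largest fold that the paper's text does not name, LVRN and TAC3, the neurokinin B gene of trophoblast, had log2 fold changes of 3.20 and 3.06 (adjusted p = 0.831 and 0.874 from limma).

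A hypothesis from the same data is that microRNA genes of the chromosome 19 cluster (C19MC), which the placenta expresses from the paternal chromosome, may be lower in sPE than in second trimester schCTBs. Of its 43 measured genes 33 were lower and 10 higher, 0 were called by limma and 9 were lower at a fold over 2. They differed by -0.61 on the log2 scale on average (95% interval -1.11 to -0.11; adjusted p = 8.66e-06 from limma's camera, and adjusted p = 0.422 with an estimated correlation), with MIR515-1 at -3.70 (adjusted p = 0.184) and MIR1323 at -3.22 (adjusted p = 0.178). A shift of all microRNA genes is not the cause, since the 1029 others differed by 0.096 (95% interval -0.083 to 0.28). Single arrays may carry it, since without sPE replicate 4 the difference was -0.58 with an interval of -1.16 to 0.0012 that reaches 0, and without STM replicate 2 it shrank to -0.36 (95% interval -0.59 to -0.13), and near-identical copies in the cluster may share probes. In nPTB against STM, 31 of the 43 were lower, by -0.46 (95% interval -0.96 to 0.040), and in sPE against nPTB the difference was -0.15.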
